# A Microarray-Based Analysis of Gametogenesis in Two Portuguese Populations of the European Clam *Ruditapes decussatus*

**DOI:** 10.1371/journal.pone.0092202

**Published:** 2014-03-18

**Authors:** Joana Teixeira de Sousa, Massimo Milan, Luca Bargelloni, Marianna Pauletto, Domitília Matias, Sandra Joaquim, Ana Margarete Matias, Virgile Quillien, Alexandra Leitão, Arnaud Huvet

## Abstract

The European clam, *Ruditapes decussatus* is a species with a high commercial importance in Portugal and other Southern European countries. Its production is almost exclusively based on natural recruitment, which is subject to high annual fluctuations. Increased knowledge of the natural reproductive cycle of *R. decussatus* and its molecular mechanisms would be particularly important in providing new highly valuable genomic information for better understanding the regulation of reproduction in this economically important aquaculture species. In this study, the transcriptomic bases of *R. decussatus* reproduction have been analysed using a custom oligonucleotide microarray representing 51,678 assembled contigs. Microarray analyses were performed in four gonadal maturation stages from two different Portuguese wild populations, characterized by different responses to spawning induction when used as progenitors in hatchery. A comparison between the two populations elucidated a specific pathway involved in the recognition signals and binding between the oocyte and components of the sperm plasma membrane. We suggest that this pathway can explain part of the differences in terms of spawning induction success between the two populations. In addition, sexes and reproductive stages were compared and a correlation between mRNA levels and gonadal area was investigated. The lists of differentially expressed genes revealed that sex explains most of the variance in gonadal gene expression. Additionally, genes like *Foxl2*, *vitellogenin*, *condensing 2*, *mitotic apparatus protein p62*, *Cep57*, *sperm associated antigens 6, 16* and *17*, *motile sperm domain containing protein 2*, *sperm surface protein Sp17*, *sperm flagellar proteins 1 and 2* and *dpy-30*, were identified as being correlated with the gonad area and therefore supposedly with the number and/or the size of the gametes produced.

## Introduction

The European clam, *Ruditapes decussatus* (Linnaeus, 1758) is a bivalve mollusc of the family Veneridae, native to the European Atlantic and Mediterranean coastal waters. The European clam, despite a relatively low European production (8200 tons/year) [1], is considered a high value seafood product and one of the most important bivalve species economically in Southern European countries like Italy, Spain and Portugal [2].

The culture of *R. decussatus* is clearly limited by the availability of seed. Its production is almost exclusively based on natural recruitment, which is subject to high annual fluctuations due to pollution and other environmental factors. To address this situation, artificial spawning and larval rearing programs were developed to provide an alternative source of seed [2], but still need improvement to gain robustness of seed production.

*R. decussatus* is a gonochoric molluscan species (possessing separate sexes) that reproduces annually [3]. Generally, the gonad regresses at the end of the annual reproductive cycle, which is the end of summer in temperate regions, and regenerates at the beginning of the following one (the end of winter). During the initial stage of gametogenesis, period of sexual rest (I), gonadal follicles are absent and connective and muscular tissue occupies the entire zone from the digestive gland to the foot. There is no evidence of gonadal development and determination of sex is not possible. During the second stage of gametogenesis (II) follicles and gonadal acini begin to appear in females and males, respectively. They increase in size, and appear filled with oocytes in the growth phase in the females and with immature gametes (spermatogonia and spermatocytes) in the males. During advanced gametogenesis (III) the follicles occupy a large part of the visceral mass and it's possible to observe the first signs of partial emission of gametes when it occurs. The maturation period (IV) corresponds to the maturity of the majority of gametes. Throughout this period partial spawning may occur, and it concludes with the total emission of gametes [4].

Currently, the knowledge about the molecular mechanisms of reproduction in marine bivalves is very limited, but is expected to increase rapidly, due to the advent of high throughput genomic approaches [5]. Here, a large and exhaustive approach is proposed for investigating the molecular bases of variability in reproductive success and, more generally, the reproductive mechanisms in *R. decussatus*. Some specific studies have recently explored this topic. The gonadal transcriptome was described and lists of genes of interest for reproductive stage and sex were established for the alternative and irregular protandrous hermaphrodite, the Pacific oyster, *Crassostrea gigas* [5] and for the functional hermaphrodite scallop *Nodipecten subnodosus* [6]. Most importantly, cross-referencing these lists of genes allowed the identification of potential markers of early sex differentiation and new highly valuable information on genes specifically expressed by mature spermatozoids and mature oocytes. Additionally, dedicated studies have been made in *Argopectyen purpuratus*, *C. gigas* and *Mytilus galloprovincialis* emphasizing specific reproductive processes [7], [8], [9], [10], [11].

In *R. decussatus*, apart from a few specific gene expression analyses (see [12]) and a first version of DNA microarray designed to unravel host-parasite interactions [13], very little information is available on genome-wide expression profiling for physiological, environmental or aquaculture questions.

For the present work, cDNA libraries of oocytes, larval stages and different gonadal maturation stages were sequenced on the Illumina platform, and a custom oligonucleotide microarray representing 51,678 assembled contigs was designed and used to characterize the transcriptomic bases of reproduction in *R. decussatus*. Microarray analyses were performed in four gonadal maturation stages of two Portuguese wild populations, Ria Formosa in Southern Portugal (37°01′N; 07°49′W) and Ria de Aveiro in Western coast of Portugal (40°42′N; 08°40′W). These populations were already characterized by different responses to spawning induction, which is of great interest to study in a context of improvement of aquaculture production [2], [14].

The present study provides new highly valuable genomic information for the understanding of reproduction of this species and emphasizes some candidate genes as possible starting points for further functional studies, for instance on spawning and gamete quality with the aim of elucidating how and to what extent environmental factors affect relevant reproductive-gene expression.

## Materials and Methods

### Ethics statement

The European clam is not considered as an endangered or protected species in any Portuguese or international species catalog, including the CITES list (www.cites.org). The European clams from Ria de Aveiro (40°42′N; 08°40′W) and Ria Formosa (37°01′N; 07°49′W) were produced and captured with the permission of DGRM (Direção-Geral de Recursos Naturais, Segurança e Serviços Marítimos), APA (Agência Portuguesa do Ambiente) and PNRF (Parque Natural da Ria Formosa - National park defined by the Ramsar Convention).

### Animal sampling for RNA-sequencing

Clams were collected in Ria de Aveiro (40°42′N; 08°40′W), and conditioned in a common garden setting to accelerate their gonad development from October 2011 to January 2012 in the experimental bivalve hatchery of Portuguese Institute of Sea and Atmosphere (IPMA) in Tavira, Portugal. Food regimes consisted of different algal mixtures containing *Isochrysis galbana* (clone T-ISO) and *Skeletonema costatum* (Ria Formosa autochthone clone). Microalgae were cultured in 80 L bags with f/2 medium [15], in a temperature-controlled room at 20±2°C under continuous illumination (9900 lux) and aeration. Gonad samples were collected and immediately dissected: a transversal section of the gonadal area was fixed for histological examination and the rest of the gonads were frozen immediately in liquid nitrogen. Later, the gonads were crushed into a fine powder at −196 °C with a Dangoumau mill and stored in liquid nitrogen until RNA extraction. For the histological analysis, a 3-mm cross section of the visceral mass of each sample was excised using a microtome cutter in front of the pericardic region and immediately fixed in 10 to 20 ml modified Davidson's solution [16] at 4°C for 48 h. After, the modified Davidson's solution was discarded and 10 to 20 ml 70% ethanol was added and kept at 4°C.

Sections were dehydrated in ascending ethanol solutions, cleared with a xylene substitute named Microclearing (Diapath, Italy), and embedded in paraffin wax. Sections of 5 μm were cut, mounted on glass slides and stained with Harry's hematoxylin-Eosin Y [17]. Slides were then examined under a light microscope and sex and stages were determined according to the 4 stages previously described (see Introduction). Percentage areas of gonadic tubules, connective tissue and digestive gland were then determined on each histological section. Slides were scanned with a digital scanner (hp scanjet 7400 c) and the images saved in *.TIFF format. Tissue areas were then measured using image analysis software (Imaq Vision Builder, National Instruments Corp.). Gonad area percentage was estimated as pixel number, from gonad / pixel number on total sections, as described in [18]. 35 individuals corresponding to five gonad samples of each reproductive stage and sex were chosen for RNA-sequencing.

### Animal sampling for microarray analysis

Twenty clams from two wild populations - Ria Formosa (South of Portugal) and Ria de Aveiro (Northern of Portugal) - were sampled monthly between July 2011 and July 2012. At each sampling date the gonads of the collected clams were immediately dissected for RNA extraction and a transversal section of the gonadal area fixed for histological analysis, as described above. Gene expression analysis was done on 64 individual gonads representative of all the reproductive stages and sexes from both populations, chosen on the basis of histological data (Figure 1; Figure 2; Table 1).

**Figure 1:**
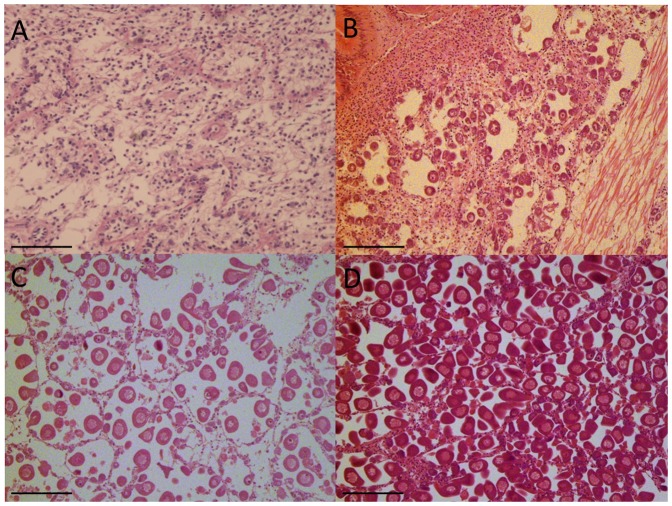
Photomicrographs showing stages in the development of *Ruditapes decussatus* female gonad. A. Sexual rest. B. Initiation of gametogenesis; C. Advanced gametogenesis; D. Maturation. Scale bar: 200 μm.

**Figure 2:**
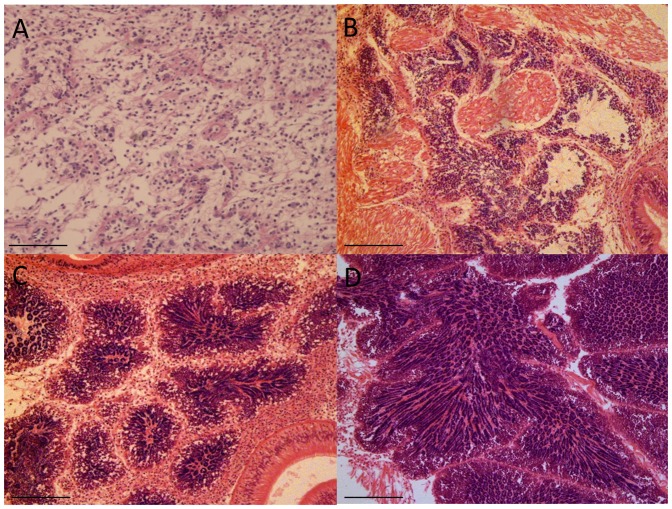
Photomicrographs showing stages in the development of *Ruditapes decussatus* male gonad. A. Sexual rest. B. Initiation of gametogenesis; C. Advanced gametogenesis; D. Maturation. Scale bar: 100 μm in A, B, C; 200 μm in D.

**Table 1:** Number and sex of the 64 individuals of each gonad developmental stage from the two studied populations used in the microarray analysis.

Gonad developmental stage	Sex	Ria Formosa	Ria de Aveiro
I		5	5
II	F	5	5
	M	5	5
III	F	5	5
	M	3	7
IV	F	5	3
	M	3	3

### RNA extraction

For RNA-sequencing and microarray analysis, total RNA was isolated using Extract-all (Eurobio) procedure. RNA quality and integrity were analysed on the Agilent bioanalyzer using RNA nanochips and Agilent RNA 6000 nanoreagents (Agilent Technologies, Waldbronn, Germany). RNA concentrations were measured at 260 nm using a ND-1000 spectrophotometer (Nanodrop Technologies) using the conversion factor 1 OD = 40 mg/mL total RNA. Samples were stored at −80°C until further use.

### cDNA library construction and sequencing

Sequencing of gonadal maturation stages was performed through a multiplexing strategy on the Illumina platform HiSeq2000. A total of 7 cDNA tagged libraries from gonads of 5 individuals, of each developmental stage (sexual rest stage I and stages II/III/IV in both sexes), were prepared on a 7-plex paired-end sequencing lane (2×100 bp). cDNA libraries were constructed, amplified and sequenced at BGI Tech (Shenzhen, China). All the Illumina reads were analyzed with FastaQC software in order to assess the sequence quality. Illumina reads have been deposited in GenBank (SRA) with the accession numbers SRR974930, SRR974931, SRR974932, SRR97493, SRR974934, SRR974935, SRR974936.

### Assembly and transcriptome annotation

To obtain a wider *R. decussatus* transcriptome representation, Roche 454 and Illumina reads have been added to the Illumina reads produced by a 7-plex paired-end sequencing lane (Table S1). Specifically, additional Illumina reads have been obtained through the sequencing of stripped and spawned oocytes, larvae at 48 hours post-fertilization, and larvae at 17, 21 and 30 days post-fertilization cDNA libraries (Pauletto et al. unpublished data; personal communication). In addition, reads obtained by the sequencing by 454 Roche of hemocytes, oocytes and larval stages cDNA libraries have been also considered for the assembly (Novoa et al., unpublished data; personal communication). These libraries have been produced within the European project REPROSEED and will be public with the complete transcriptome of *R. decussatus* (Pauletto et al, Novoa et al. unpublished data). All these data were merged also with publicly available Sanger sequences and nearly 500,000 reads obtained with 454 sequencing of larvae, gonads and several adult tissues (MGE011 and cDN18; SRA058431; [13]). A summary of the origin of *R. decussatus* sequences and assembly information are shown in Table S1.

Assembly was performed separately for each library by using MIRA3 or CLC Genomic Workbench for 454 and Illumina reads, respectively. A total of 990,111 contigs were then merged to reduce the redundancy by using CAP3, resulting in a total of 503,705 contigs (unpublished data). 454 and Illumina reads have been assembled by CLC Genomic Workbench, MIRA 3 and CAP3 with default parameters.

A preliminary annotation was obtained for 141,001 contigs through Blast similarity searches conducted against several protein databases (e-value 1 E-5, see Table S2).

### Microarray design

All databases used for the annotation step (see Table S2) were considered to reduce the redundancy in annotated contigs. A total of 44,333 contigs found non-redundant (with a unique annotation) in at least one reference database have been considered for microarray design. Putative sense-strand orientation was inferred from the matching protein-coding gene in reference data bases. For 915 contigs that showed ambiguous orientation two probes with opposite orientations (sense and antisense) were designed. For the remaining 43,418 contigs with putatively unambigous orientation a single (sense) probe was designed.

Since the microarray format could accommodate approximately 60,000 probes, non-annotated contigs that showed the highest expression in gonads based on RNA-seq data (see below) were included in the microarray design. In total 7,376 non-annotated contigs were added, and for each of them, two probes with opposite orientation (sense and antisense) were designed. Probe design was carried out using the Agilent eArray interface (https://earray.chem.agilent.com/earray/), which applies proprietary prediction algorithms to design 60-mer probes. A total of 59,951 out of 60,000 probes were successfully obtained, representing 51,709 different *R. decussatus* contigs. The sequences of the 51,709 contigs representing in *R. decussatus* DNA microarray platform have been provided in Table S3. The percentage of annotated transcripts represented on the microarray was 85.7%. In Table S4 has been reported the annotation of each probe represented in DNA microarray platform. Probe sequences and other details on the microarray platform can be found in the GEO database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GPL17766.

### Labeling and microarray hybridization

Sample labeling and hybridization were performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol with the Low Input Quick Amp Labeling kit. Briefly, for each sample 100 ng of total RNA was linearly amplified and labeled with Cy3-dCTP. A mixture of 10 different viral poly-adenylated RNAs (Agilent Spike-In Mix) was added to each RNA sample before amplification and labeling to monitor microarray analysis work-flow. Labeled cRNA was purified with Qiagen RNAeasy Mini Kit, and sample concentration and specific activity (pmol Cy3/μg cRNA) were measured in a NanoDrop® ND-1000 spectrophotometer. A total of 600 ng of labeled cRNA was prepared for fragmentation by adding 5 μl 10X Blocking Agent and 1 μl of 25X Fragmentation Buffer, heated at 60°C for 30 min, and finally diluted by addition with 25 μl 2X GE Hybridization buffer. A volume of 40 μl of hybridization solution was then dispensed in the gasket slide and added to the microarray slide (each slide containing eight arrays). Slides were incubated for 17 h at 65°C in an Agilent hybridization oven, subsequently removed from the hybridization chamber, quickly submerged in GE Wash Buffer 1 to disassemble the slides and then washed in GE Wash Buffer 1 for approximately 1 minute followed by one additional wash in pre-warmed (37°C) GE Wash Buffer 2.

### Data acquisition, correction and normalization

Hybridized slides were scanned at 2 μm resolution using an Agilent G2565BA DNA microarray scanner. Default settings were modified to scan the same slide twice at two different sensitivity levels (XDR Hi 100% and XDR Lo 10%). The two linked images generated were analyzed together and data was extracted and background subtracted using the standard procedures contained in the Agilent Feature Extraction (FE) Software version 10.7.3.1. The software returns a series of spot quality measures in order to evaluate the quality and the reliability of spot intensity estimates. All control features (positive, negative, etc.), except for Spike-in (Spike-in Viral RNAs), were excluded from subsequent analyses.

Raw gene expression data of all 64 analyzed individual gonads (Table 1) were deposited in the GEO database under accession number GSE51150.

Spike-in control intensities were used to identify the best normalization procedure for each dataset. After normalization, spike intensities are expected to be uniform across the experiments of a given dataset. Normalization procedures were performed using R statistical software. Quantile normalization always outperformed cyclic loess and quantile-normalized data were used in all subsequent analyses. 

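The spread of the spike-ins was recomputed from the processed signals of the 64 arrays, as the SD between arrays of each spike-in on the log2 scale, averaged over the 10 spike-ins. After quantile normalization over the non-control probes and the spike-ins, the mean SD was 2.07 ± 1.27 (SD over spike-ins). It was 2.11 after cyclic loess, 2.20 after scaling each array to its 75th percentile and 2.18 with no normalization. Compared spike-in by spike-in over all 64 arrays, the SD was lower after quantile normalization than with no normalization or after scaling for 10 of 10. For 3 of the 10 spike-ins the SD was lower after cyclic loess than after quantile normalization. These were the 3 faintest, with mean log2 signals of 1.96, 2.27 and 3.68 before normalization. On 8 arrays the brightest spike-in lay far under its median signal over the arrays, and these arrays made up most of the spread. In the alternative that moved the spread most, which was chosen after seeing the data, these 8 arrays were left out. The mean SD over the other 56 was 0.56 after cyclic loess and 0.60 after quantile normalization. With no normalization it was 0.58, and after scaling 0.66. There the SD was lower than after quantile normalization for 7 of the 10 spike-ins with no normalization, 7 after cyclic loess and 3 after scaling.

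**Figure D1:**
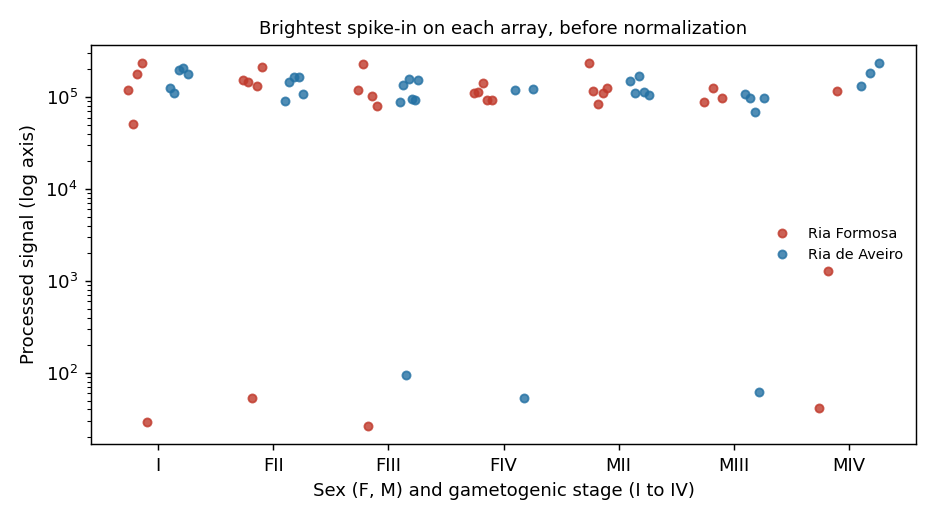
Processed signal of the brightest spike-in on each of the 64 arrays, on a log axis, by sex and gametogenic stage and by population, with 1 point per clam. The 8 faint arrays lie in 6 of the 7 groups of sex and stage, apart from the other 56 arrays.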

Normalized data were deposited in GEO archive under accession number GSE51150.

### Data analysis

Differences in percentage gonad area were analysed using one-way analysis of variance after angular transformation. Comparisons of sex and gametogenic stage distributions between lines were made using Chi-square tests.

A principal component analysis (PCA) using the TMeV 4.5.1 (TIGR MULTIEXPERIMENT VIEWER) [19] was applied to assess the distribution of the studied groups. Statistical tests implemented in the program Significance Analysis of Microarray (SAM) were used to identify differentially expressed probes between the two clam populations. The same approach was used to identify differentially expressed probes in both populations between males and females. A SAM quantitative correlation analysis was also performed to identify genes with a correlation between mRNA levels and gonad area, after angular transformation. A Pavlidis template matching (PTM) analysis was implemented using the TMeV 4.5.1 in order to verify whether the expression of specific genes increased during gonad development. A one-way ANOVA parametric test was used to identify the probes whose expression changed during gonad development in the two populations, using a p-value cut-off of 0.01 and an adjusted Benjamini & Hochberg correction using R software v2.15.2. Hierarchical clustering was performed using TMeV on statistically significant transcripts, to group experimental samples together based on similarity of the overall experimental expression profiling.

A more systematic and functional interpretation for significant gene lists was obtained using an enrichment analysis with the Database for Annotation, Visualisation, and Integrated Discovery (DAVID) software (Huang et al., 2009). “KEGG Pathway”, “Biological process” (BP), “Molecular function” (MF) and “Cellular component” (CC) analyses were carried out by setting the gene count equal to 2 and the ease equal to 0.1. Because the DAVID database contains functional annotation data for a limited number of species, it was necessary to link *R. decussatus* transcripts with sequence identifiers that could be recognized in DAVID. This process was accomplished using dedicated Blast searches performed with Blastx against zebrafish Ensembl proteins. Finally, *Danio rerio* Ensembl Gene IDs were obtained from the corresponding Ensembl protein entries using the BIOMART data mining tool (http://www.ensembl.org/biomart/martview/). *D. rerio* IDs corresponding to differentially transcribed clam genes as well as all of the transcripts that were presented on the array were then used to define a “gene list” and a “background” in DAVID, respectively.

## Results

### Prevalent Gene Expression Patterns

A Principal Component Analysis (PCA) was applied to the entire gene expression database (59,951 probes) for the 64 clams (Figure 3). 

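Each of the 64 arrays held the gonad RNA of 1 clam, labelled with a single dye and hybridized to an Agilent array, so that each clam is a biological replicate. Ria Formosa (RF) was represented by 31 clams and Ria de Aveiro (RA) by 33. At stage I there were 5 clams of each population, whose sex was undetermined. There were 30 females, namely 5 RF and 5 RA at stage II, 5 RF and 7 RA at stage III, and 5 RF and 3 RA at stage IV, and 24 males, namely 5 RF and 5 RA at stage II, 3 RF and 5 RA at stage III, and 3 of each population at stage IV. For stage III of Ria de Aveiro these counts follow the sample labels, while Table 1 gives 5 females and 7 males. The 5 stage I clams of Ria de Aveiro were assigned by their titles, since their location field says Ria Formosa. The authors extracted background-subtracted processed signals with Feature Extraction and deposited them together with a table of quantile-normalized values on the linear scale. Here the processed signals of the non-control probes and of the spike-ins were quantile normalized, a floor of 1 was set and log2 was taken. Spots marked as outliers by the extraction software, 1055 in all, were left out of the tests of single comparisons. Between 52.8% and 83.8% of the probes were well above background on an array, with a median of 70.0%. The number of arrays in each group limits the precision of the values. The arrays lay on 9 slides with 5 to 8 arrays each, and slide was tested as a block. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5 in limma, with SAM at a false discovery rate of 5% as an alternative. Log2 fold changes are given as males minus females and as RF minus RA. Gene names came from the parts of the supplementary tables analysed here, which annotate 11460 of the probes. These were the first 1988 of the 59940 rows of Table S4, 1965 of the 16962 rows of Table S5, 1598 of the 13186 rows of Table S7, 1958 of the 10400 rows of Table S9, 1972 of the 18703 rows of Table S10, 1822 of the 2879 rows of Table S11, 1864 of the 6752 rows of Table S13 and 1963 of the 5765 rows of Table S15.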

We observed a clear clustering of the different sexes and gametogenic stages determined by histological methods. Along the first axis, PC1, which explained 35% of the variation, male and female individuals were discriminated. 

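On centred log2 values of all probes, PC1 held 27.3% of the variance (bootstrap SD 2.70 over 100 draws of clams). Among the clams of stages II to IV, sex accounted for 78.8% of the variance of the PC1 scores (permutation test, p = 1e-05, the smallest that the resamples can give). Males had a mean score of 172 ± 104 (SD, n = 24) and females of -117 ± 42.3 (SD, n = 30). The ranges of the sexes overlapped, since a stage II male of Ria de Aveiro, clam 363, scored -142 and a stage II female of Ria Formosa, clam 376, scored 32.7. Stage accounted for 4.04% of the variance of PC1 over all clams (permutation p = 0.477). The share of PC1 moved most when each probe was scaled to unit variance, to 17.1%, and was 36.4% on linear normalized values.

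**Figure D2:**
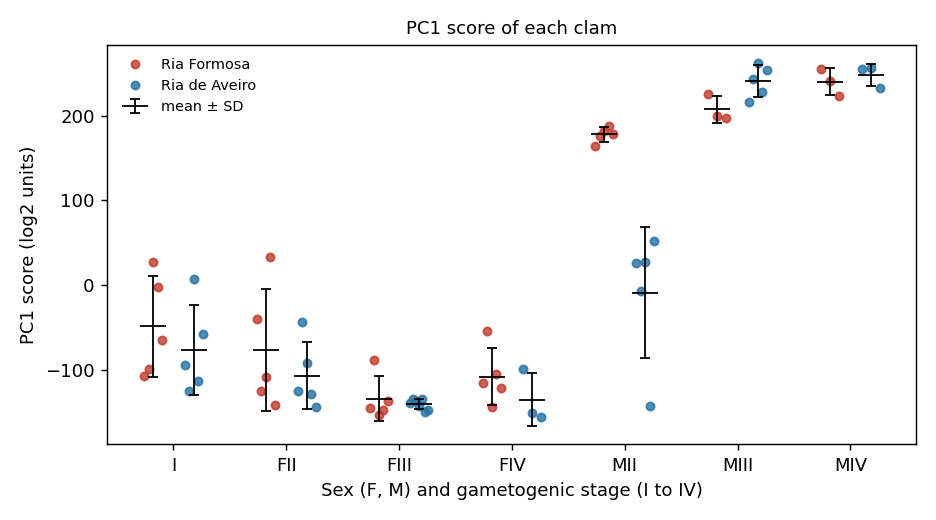
PC1 score of each clam by sex and gametogenic stage and by population, with mean and SD of each group. Males of stages III and IV lie above all females, while the stage II males of Ria de Aveiro have a mean of -8.62 and those of Ria Formosa of 178.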

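On log2 values the second axis held 10.7% of the variance (bootstrap SD 1.61), and 18.4% on linear normalized values. Stage accounted for 66.3% of the variance of the PC2 scores over the 64 clams (permutation test, p = 1e-05, the smallest that the resamples can give). The mean PC2 score was 146 ± 36.5 (SD, n = 10) at stage I, 37.6 ± 55.3 (n = 20) at stage II, -63.1 ± 63.8 (n = 20) at stage III and -68.0 ± 61.4 (n = 14) at stage IV. The means of stages III and IV differed by less than the spread between clams. Sex accounted for 7.87% of the variance of PC2 among the clams of stages II to IV (permutation p = 0.0396, or 0.0791 after Benjamini-Hochberg adjustment over the 6 tests of sex, stage and population on both axes). On linear normalized values it was 15.7% (permutation p = 2.81e-03, adjusted 5.62e-03).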

Gonad developmental stages were organized along the second axis, PC2 (15%). A significant divergence in expression patterns between male and female gonads was observed in stages III and IV (PC2). 

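At stage III the PC2 scores of males exceeded those of females by 65.3 (exact permutation test, two-sided, p = 0.0221, adjusted over 6 tests 0.0332), with means of -23.9 ± 49.5 (SD, n = 8 males) and -89.2 ± 60.0 (SD, n = 12 females) and overlapping ranges. At stage IV the difference on PC2 was 35.6 (exact permutation p = 0.312, adjusted p = 0.374), between -47.6 ± 30.5 (SD, n = 6 males) and -83.3 ± 75.7 (SD, n = 8 females).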

At these later stages, males and females predictably possess the most distinctive expression profiles, while at stages I and II this separation is not as clear along the second axis.

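On the second axis, the stage II males and females differed by 5.77 (exact permutation test, p = 0.825), less than the SD of either sex, which was 41.7 in males and 68.5 in females (n = 10 each).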

**Figure 3:**
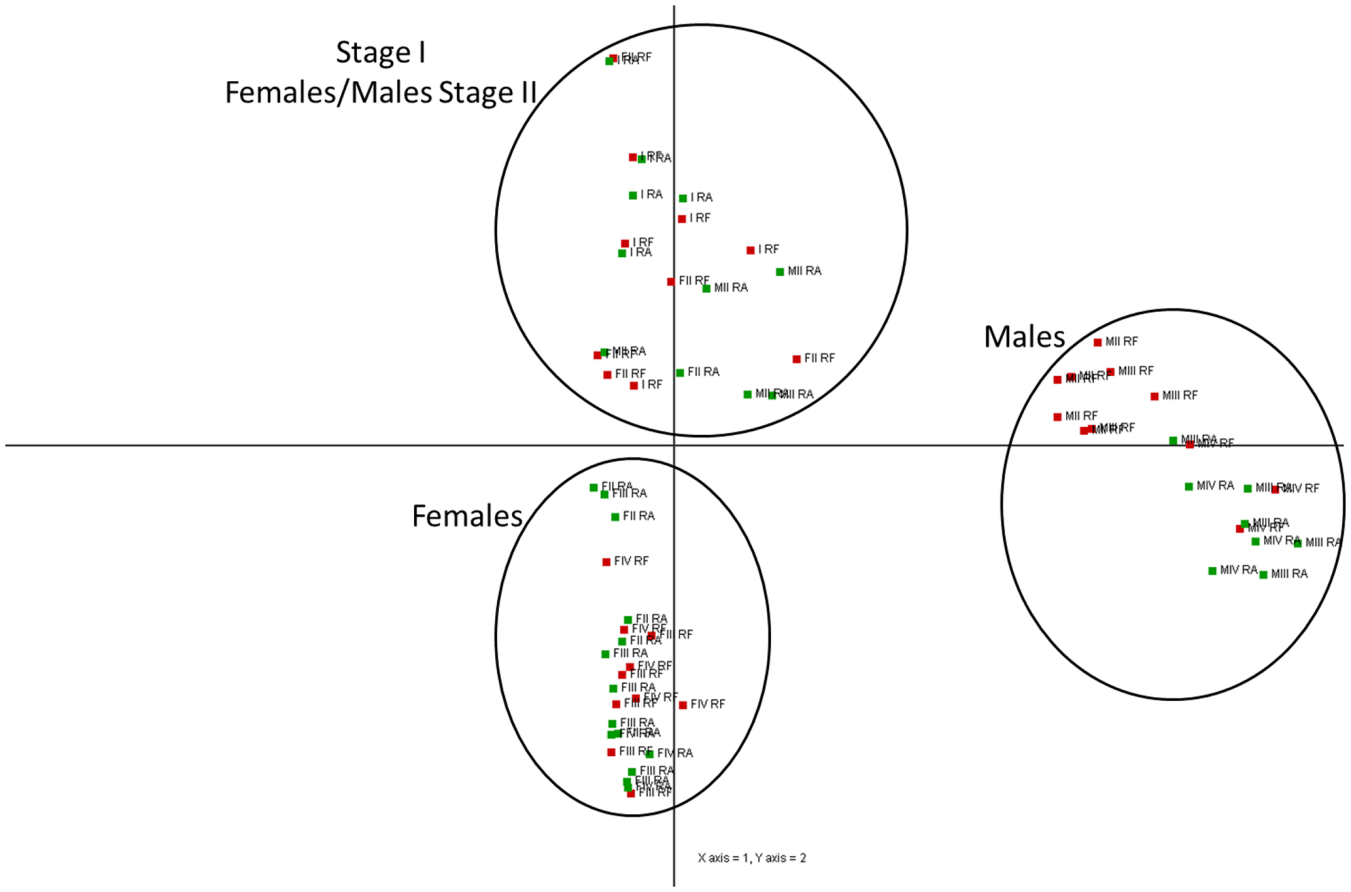
Principal Component Analysis. PCA applied to all 59,951 transcripts of the 64 individual clam gonads sampled from Ria de Aveiro (RA) and Ria Formosa (RF). I =  Stage I (sexual rest); FII =  Female stage II (gametogenesis); FIII =  Female stage III (advanced gametogenesis); FIV =  Female stage IV (maturation); MII =  Male stage II (gametogenesis); MIII =  Male stage III (advanced gametogenesis); MIV =  Male stage IV (maturation).

### Two-unpaired class Significance Analysis of Microarray (SAM) between sexes

In order to compare gene expression profiles between sexes in *R. decussatus*, independently from stage and population of origin, a two-unpaired class Significance Analysis of Microarray (SAM) test was carried out on normalized data (FDR = 5%; FC>1.5). 

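Between the 24 males and the 30 females of stages II to IV, 16652 of the 59951 probes were called. SAM with the thresholds of the paper called 17228 probes on the linear quantile-normalized values and 18527 on log2 values. The count moved most with normexp background correction, to 10017 probes, of which 9915 were among the 16652. With slide as a block it was 16982, of which 16041 were shared. Of the rows of Table S5 analysed here, which name 1965 probes, 1957 were among the 16652. All 1965 have a fold change above 1, so that they cover a single direction of that list and are no representative part of it.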

A list of 16,996 significant probes, corresponding to 11,641 unique transcripts, was obtained (Table S5).

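Average linkage clustering on 1 minus Pearson's correlation over the probes called for sex was divided into 3 clusters. These probes were chosen for a difference between the same males and females, so that separation of the sexes was favoured in advance. The male cluster held 19 males and no other clam, with all 5 stage II males of Ria Formosa and 0 of the 5 of Ria de Aveiro. The female cluster held 29 females, 1 male and 7 of the 10 stage I clams. On linear normalized values, and with complete linkage, 1 stage I clam lay in the female cluster, with 26 and 28 females respectively and again 1 male.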

Hierarchical clustering using Pearson's correlation for the set of 16,996 differentially expressed probes identified three main clusters: Stage I, Females and Males (Figure 4). However, there are some exceptions to this hierarchical clustering. Indeed, a stage I individual appeared on the same branch as females.

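A single stage I clam in the female branch was reached with average linkage on log2 values at 5 clusters. It was clam 76 of Ria de Aveiro, which then lay with 28 females and 1 male. The same stage I clam was the one left with the females on linear values and with complete linkage at 3 clusters.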

**Figure 4:**
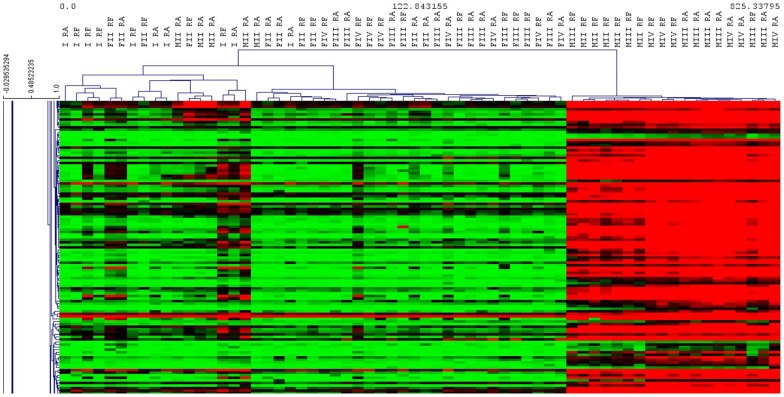
Heat map of sex specific genes. Hierarchical clustering obtained using Pearson's correlation considering the set of 16,996 differentially expressed probes between sexes of the two studied populations of *Ruditapes decussatus*.

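Of the probes called between the sexes, 7184 were higher in males and 9468 in females. Among the probes called by SAM on linear values, the largest ratio of mean linear signals was 249 toward males and 372 toward females. The largest ratios were 238 and 141 with a floor of 16, and 168 and 124 with normexp background correction. After scaling to the 75th percentile they were 258 and 280. On the scale of 75th percentile scaling the split was 7936 to 8345. The ranges of the 24 males and the 30 females were apart for 0 of the probes called by limma, while 25804 probes had an unadjusted p under 0.05.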

A total of 7,145 differentially expressed probes were up-regulated in the gonads of males with a FC ranging from 1.5 to 255, while a total of 9,751 differentially expressed probes were up-regulated in the females gonads with a FC ranging from 1.5 to 374.

A putative annotation with zebrafish Ensembl Gene IDs was obtained for 6,506 probes that were differentially expressed between the two sexes. These annotated transcripts were used to define a gene list for functional annotation with DAVID. Enrichment analysis showed 9 KEGG, 95 BP terms, 22 CC terms, and 45 MF terms to be significantly over-represented (Table S6).

“Cell cycle” (dre04110), “oocyte meiosis” (04114) and “Progesterone-mediated oocyte maturation” (dre04914) were the most represented in the enriched KEGG pathway terms, with 49, 45 and 38 genes respectively. 

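For cyclin B, the annotation analysed here names 1 probe, gonads_contig_9935_P, and does not tell B1 from B2. Its log2 signal was 12.10 ± 1.07 (SD, n = 24 males) and 15.24 ± 1.56 (SD, n = 30 females), a log2 fold change of -3.13 (standard error 0.37, adjusted p = 1.89e-10, limma). CDK2 had 3 probes, of which 1 was called (gonads_contig_179237_N, 0.82, adjusted p = 0.0136). The probe with the highest mean signal, gonads_contig_10132_N, had a log2 fold change of 0.50 (adjusted p = 0.115) and was called with 75th percentile scaling, at 0.65, and with stage and population as covariates, at 0.60. Mad2l1 (gonads_contig_208288_N) had a log2 fold change of -0.44 (standard error 0.23, adjusted p = 0.146) and was called by SAM on linear values alone among 11 settings. Calmodulin had 9 probes with log2 fold changes from -1.12 to 1.71. Of these, 5 were called, 4 of them higher in females and 1 higher in males, with the same signs under each scaling tried. The lower end of the range belonged to the brightest, gonads_contig_108148_P (standard error 0.17, adjusted p = 8.51e-08).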

Cyclin B1 (*CCNB1*) and cyclin B2 (*CCNB2*); Cyclin-Dependent Kinase 2 (CDK2); Mitotic arrest deficient-like 1 (Mad2l1) and several genes of the Calmodulin family (*CaM*) were found among the differentially expressed genes.

The same analysis was performed in each reproductive stage. The number of differentially expressed probes increased as the reproductive stages developed. 

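Between the 10 males and the 10 females of stage II, 3752 probes were called by limma, 2106 of them higher in males and 1646 in females. SAM called 5560 on linear values and 5646 on log2 values. With slide as a block limma called 0, while 9106 probes had an unadjusted p under 0.05. Of all probes, 9 had no overlap between the sexes (0.0150%, where 0.00108% of splits give none by chance). The largest changes among those measured in both sexes were in gonads_contig_426864_N (1.90, adjusted p = 0.0192, annotated as TTLL3_DANRE) and gonads_contig_63720_P (1.34) toward males, and in gonads_contig_382622_S (-0.78) and gonads_contig_64869_P (-0.62) toward females. Each of these 4 was higher in 10 of 10 clams of the one sex than in any of the other, and none was called with slide as a block.

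**Figure D3:**
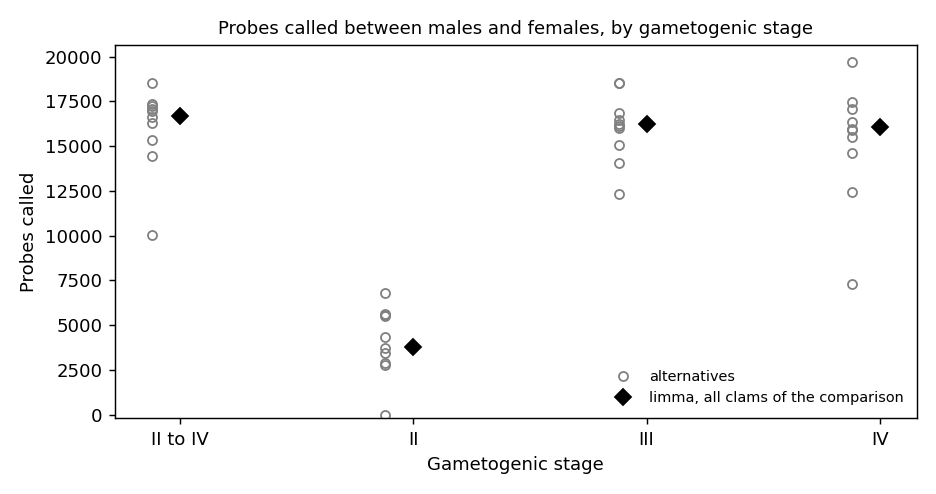
Number of probes called between males and females over stages II to IV and at each stage. Black diamonds are the limma counts and grey circles the alternatives tried. Stage II has the lowest count, and stages III and IV lie close together.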

At stage II a list of 5,059 significant probes, corresponding to 3,237 unique transcripts was obtained. 

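At stage III, limma called 16227 probes between 8 males and 12 females, 6634 higher in males and 9593 in females. SAM called 18533 on linear values, and with slide as a block the count was 14032, of which 13331 were among the 16227. Of all probes, 10.1% had no overlap between the sexes, against 0.00159% of splits by chance. The largest rises toward males were in gonads_contig_287738_S, with a log2 fold change of 11.18 (standard error 0.77, adjusted p = 1.47e-10), and gonads_contig_297780_S, with 11.05. Toward females they were in gonads_contig_13295_S, with -12.85 (standard error 0.42, adjusted p = 1.01e-15, well above background in 5 of 8 males and 12 of 12 females), and gonads_contig_467289_S, with -12.48 (6 of 8 males).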

At stage III a list of 18,714 significant probes, corresponding to 12,870 unique transcripts was obtained. Finally, the stage IV represented the highest number of differentially expressed probes with a list of 20,797 probes, corresponding to 14,260 unique transcripts. 

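At stage IV, 16056 probes were called between 6 males and 8 females, 7393 higher in males and 8663 in females. SAM called 19680 on linear values and 16339 on log2 values. With slide as a block the count fell to 7294, of which 6755 were among the 16056. No overlap between the sexes was found for 15.1% of all probes, against 0.0666% of splits by chance. The largest changes were in gonads_contig_216560_S (10.25, adjusted p = 3.37e-05) and gonads_contig_17065_N (10.21, annotated as SCRA_LIMPO), each well above background in 6 of 6 males and 5 of 8 females, and in gonads_contig_74753_S (-11.29, adjusted p = 8.20e-06) and gonads_contig_13295_S (-10.38), each well above background in 4 of 6 males and 8 of 8 females.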

At this last stage, “oocyte meiosis” (04114) was once again the most represented term for enriched KEGG pathways, with 49 genes. Genes like Speriolin and testis-specific serine/threonine-protein kinase (*TSSK-5*), were present with a high FC value of 332 and 249, respectively, in the list of differentially expressed probes.

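Speriolin had 2 probes. The brighter, gonads_contig_193699_P, had a log2 signal of 15.37 ± 0.43 (SD, n = 6 males) and 5.95 ± 2.23 (SD, n = 8 females) at stage IV. Its log2 fold change was 9.42 (standard error 0.87, adjusted p = 1.02e-06, limma), and the ratio of mean linear signals was 326. The probe was well above background in 5 of the 8 females, and each of the 6 males exceeded all females. The other probe, gonads_contig_161264_N, had a log2 fold change of 8.84. For TSSK-5, gonads_contig_9994_P had a signal of 11.46 ± 0.22 in males and 3.16 ± 1.17 in females, where 1 of 8 arrays was well above background. The log2 fold change was 8.30 (standard error 0.46, adjusted p = 5.97e-09) and the ratio of mean linear signals 235, which is no exact value with most females at background. It was 153 with a floor of 16 and 37.2 with normexp background correction, where Speriolin (gonads_contig_193699_P) had 321 and 204. Both genes were called under all 10 alternatives.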

### Identification of Stage-specific Expressed Genes

In order to identify those transcripts whose expression changed during gonad development in the two populations, a one-way ANOVA (p<0.01, adjusted Benjamini & Hochberg correction) was performed. This analysis identified 13,218 probes that exhibited a significant change in expression over the reproductive cycle of male and female gonads (Table S7). 

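A moderated F test over stages I, II, III and IV, with both sexes and populations together, called 14430 probes at an adjusted p under 0.01. An ordinary analysis of variance without moderation called 14320. The count moved most, to 28725, when the 7 groups of sex and stage took the place of the 4 stages, while stage I with females alone gave 16387 and with males alone 18229. With slide as a block, 12429 probes were called.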

A putative annotation with *Danio rerio* Ensembl Gene IDs was obtained for 6,451 probes that were differentially expressed between gametogenic stages. Enrichment analysis showed 9 KEGG, 20 BP terms, 12 CC terms, and 40 MF terms to be significantly over-represented (Table S8).

“Focal adhesion” (dre04510) and “Regulation of actin cytoskeleton” (dre04810) were the most represented within enriched KEGG pathway terms, with 74 and 62 genes respectively. “Microtubule-based process” (GO:0007017) was one of the enriched biological processes with the highest representation.

In addition, we decided to emphasize the expression progression of certain well-known reproduction-related genes in the animal kingdom, in order to verify whether their expression increased during gonad development. 

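Vitellogenin had 2 probes. For gonads_contig_15131_N, which had the higher mean signal, the log2 signal was 6.80 ± 3.50 (SD, n = 10, 7 of them well above background) in stage I clams, 11.03 ± 2.68 (SD, n = 10) in stage II females, 13.84 ± 0.39 (SD, n = 12) at stage III and 13.83 ± 0.75 (SD, n = 8) at stage IV. The rise per stage was 2.50 on the log2 scale (standard error 0.35, adjusted p = 4.69e-07, limma), and it was called under all 6 alternatives. From stage III to stage IV the mean differed by less than the spread between clams, and the highest single clam, at 14.81, was of stage IV. The second probe, gonads_contig_241291_N, rose by 2.51 per stage. Between the males and the females of stages II to IV, the log2 fold change of gonads_contig_15131_N was -7.40 (adjusted p = 7.20e-16), with 21 of 24 males and 30 of 30 females well above background.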

Vitellogenin (*VTG*), a female specific glycoprotein, was identified in our female samples with an increase in expression along the gametogenic cycle, from stage I to stage IV, with the higher values achieved in stage IV (maturation period). It was also observed that the females from Ria Formosa presented higher expression values of *VTG*. 

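In the 30 females of stages II to IV, the log2 VTG signal of gonads_contig_15131_N was 12.79 ± 2.64 (SD, n = 15) in Ria Formosa and 13.01 ± 1.34 (SD, n = 15) in Ria de Aveiro. The difference of -0.22 was within the spread between clams (permutation test within stages, two-sided, p = 0.760), and it was -0.22 for the second probe too (permutation p = 0.818). The sign differed between stages. At stage IV the difference was 1.36 (exact permutation p = 0.0179), with 5 of 5 females of Ria Formosa above all 3 of Ria de Aveiro, and limma gave an adjusted p of 0.0221. That call was lost with slide as a block, at 1.57, and under 4 other alternatives of 10, and with 1 clam left out it held for 4 of the 8. The second probe had 1.43 (exact permutation p = 0.0357) with overlap between the populations, and limma did not call it (adjusted p = 0.0669). At stage III the difference was 0.33 (exact permutation p = 0.157, n = 5 and 7), and at stage II it was -2.04 (exact permutation p = 0.270, n = 5 and 5). A single stage II female of Ria Formosa, clam 376, decided the overall sign on the log2 scale, since without it the difference was 0.35 (permutation p = 0.395). Mean linear signals were not compared over all stages.

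**Figure D4:**
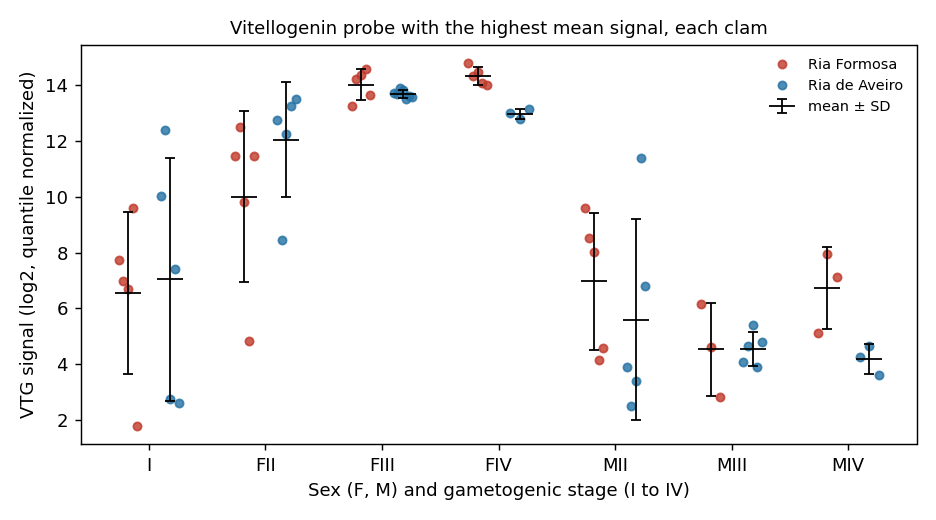
Log2 signal of the VTG probe gonads_contig_15131_N in each clam by sex and gametogenic stage and by population, with mean and SD of each group. Stage II females range from 4.82 to 13.50, and the stage I clam with the highest signal reaches 12.40.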

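Condensin-2 had 2 probes. The brighter, gonads_contig_246896_P, had a log2 signal of 7.66 ± 0.59 (SD, n = 10) in stage I clams, 8.94 ± 0.77 (SD, n = 10) in stage II females, 10.34 ± 0.58 (SD, n = 12) at stage III and 10.21 ± 0.83 (SD, n = 8) at stage IV. The rise per stage was 0.95 on the log2 scale (standard error 0.11, adjusted p = 3.47e-08, limma). For gonads_contig_32136_P it was 1.03 (adjusted p = 1.12e-07).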

Another female specific gene, *Condensin-2*, was also over-expressed in females during gonad development, with the same trend as *VTG*. In terms of male specific genes, the motile sperm domain containing protein 2 (*MOSPD2*) and the synaptonemal complex protein 2 (*SCP-2*) were identified, showing an increase in expression along the spermatogenesis, from stage I to stage IV.

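SCP-2 had 1 probe, gonads_contig_320205_P. Its log2 signal was 6.53 ± 1.31 (SD, n = 10) in stage I clams, 9.79 ± 2.17 (SD, n = 10) in stage II males, 11.88 ± 0.38 (SD, n = 8) at stage III and 12.05 ± 0.41 (SD, n = 6) at stage IV. The rise per stage was 1.98 on the log2 scale (standard error 0.24, adjusted p = 5.84e-08, limma) and was called under each of the alternatives. The annotation analysed here names no probe for MOSPD2.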

### Identification of genes with a correlation between mRNA levels and gonad area

Quantitative correlations between microarray data and values of gonad area of stages II, III and IV from males and females, separately, after angular transformation, were evaluated via a SAM quantitative correlation analysis (FDR = 5%). Females showed a total of 10,415 probes significantly (direct or inverse) correlated with the gonad areas (Table S9). Of these probes, 7,226 were annotated by similarity and associated with a known protein. We noticed the presence of positively correlated genes coding for Forkhead box protein L2 (*Foxl2*), *VTG*, *condensing 2*, Mitotic apparatus protein *p62* and *Cep57*. In relation to male gonads, a total of 18,730 probes showed a significant (direct or inverse) correlation with gonad area (Table S10). A putative annotation was obtained for 12,843 probes. Genes expressed included *dpy-30*, sperm associated antigens 6 (*SPAG6*), 16 (*SPAG16*) and 17 (*SPAG17*), *MOSPD2*, sperm surface protein *Sp17* and sperm flagellar proteins 1 and 2. Additionally, functional analysis of significant transcripts showed that different KEGG pathway terms, such as “Cell cycle” (dre04110), “oocyte meiosis” (04114) and “Regulation of actin cytoskeleton” (dre04810), were influenced by gonad area as well.

### Comparison between populations using two-unpaired class Significance Analysis of Microarray (SAM)

In order to compare gene expression between the two sampled populations of *R. decussatus*, considering all stages and sexes, a two-unpaired class Significance Analysis of Microarray (SAM) test was carried out on normalized data, enforcing a False Discovery Rate (FDR) of 5% and a Fold Change threshold of 1.5. A list of 2,900 significant probes, corresponding to 2,228 unique transcripts, was obtained.

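Between the 31 clams of Ria Formosa and the 33 of Ria de Aveiro, limma called 2479 probes, 1264 higher in Ria Formosa and 1215 in Ria de Aveiro. SAM called 2902 on linear values and 4375 on log2 values. The count moved most with slide as a block, to 185 probes, of which 180 were among the 2479. With the 7 groups of sex and stage as covariates it was 4834, and with both these groups and slide in the model, an alternative chosen after seeing the data, it was 2591. The ranges of the populations were apart for 0 of the probes called by limma, while 12552 probes had an unadjusted p under 0.05. Of the 1822 probes in the rows of Table S11 analysed here, 1091 were among the 2479, and SAM on linear values called 1732.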

A putative annotation with *Danio rerio* Ensembl Gene IDs was obtained for 1,777 probes out of the 2,228 differentially expressed transcripts between the two populations (Table S11). Enrichment analysis revealed a total of 2 KEGG pathways, 23 BP terms, 15 CC terms, and 25 MF terms significantly over-represented among the differentially expressed probes (Table S12). “N-Glycan biosynthesis” (dre00510) term was the most represented in the enriched KEGG pathway terms, with 9 genes.

Hierarchical clustering, using Pearson's correlation, was performed considering the set of 2,900 differentially expressed probes. 

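Average linkage clustering over the probes called between the populations, divided into 3 clusters, placed 61 of the 64 clams (95.3%) in a cluster where their own population had the majority. These probes were chosen for a difference between the populations in the same clams, so that such a separation was favoured in advance. It is no separate evidence of a difference. The clusters held 32, 31 and 1 clams, and a cluster of 1 clam counts as its own majority. The exceptions were clam 376 among the stage II females of Ria Formosa, clam 363 among the stage II males of Ria de Aveiro and clam 468 among the stage IV males of Ria de Aveiro. With complete linkage the share was 96.9%, and on linear normalized values it was 54.7%. On linear values the clusters held 62, 1 and 1 clams, which leaves no room for a further group. With complete linkage they held 31, 18 and 15, and none was made up of late females of Ria de Aveiro alone. In divisions into up to 8 clusters, looked at after seeing the data, complete linkage gave 7 of the 10 late females of Ria de Aveiro a cluster of their own from 6 clusters on, and average linkage did not.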

As reported in Figure 5, with some exceptions, three main clusters were identified: Ria Formosa, Ria de Aveiro and Female Stage III/IV from Ria de Aveiro.

**Figure 5:**
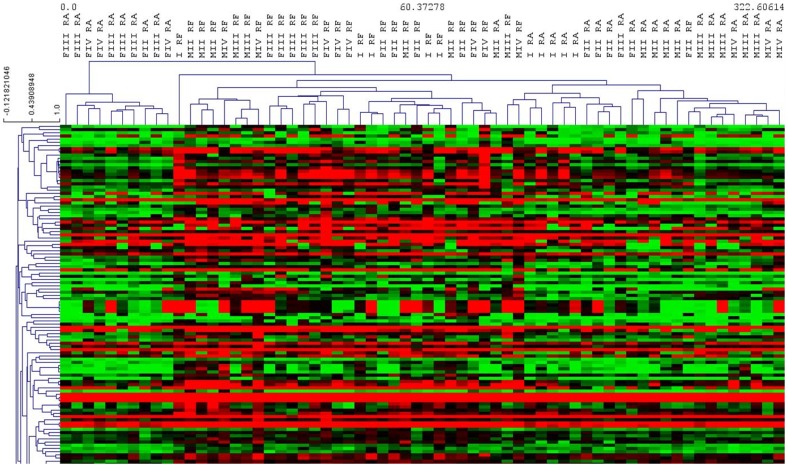
Heat map of population specific genes. Hierarchical clustering obtained using Pearson's correlation considering the set of 2,900 differentially expressed probes between the two studied populations of *Ruditapes decussatus*.

In order to support the results obtained by hierarchical clustering, several comparisons between populations in each reproductive stage and sex were performed. 

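Among the 7 comparisons between populations within a sex and stage, limma called the most probes in stage II males and stage IV females. The comparisons have 6 to 12 clams each, so that their counts are less precise than those over all clams.

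**Figure D5:**
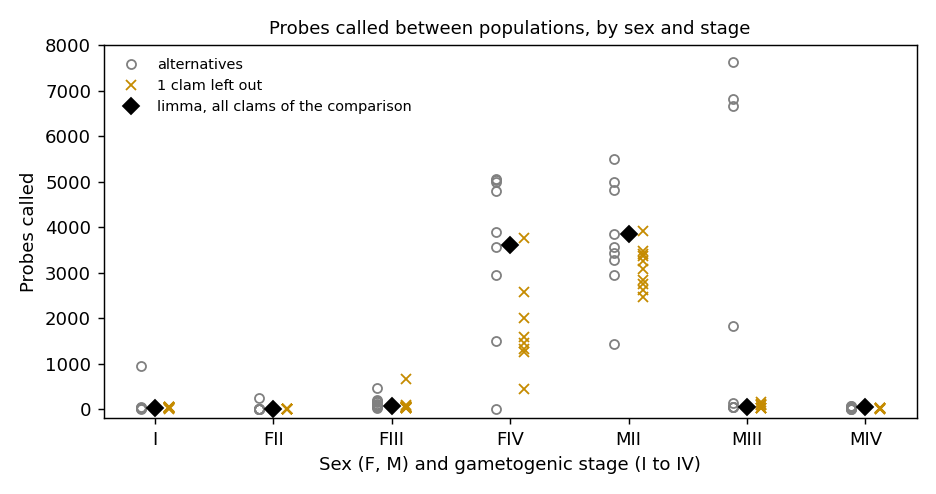
Number of probes called between the populations in each sex and stage. Black diamonds are the limma counts, grey circles the alternatives tried and crosses the counts with 1 clam left out. The alternatives spread most in stage III males, from 37 to 7631.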

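Between the 5 stage IV females of Ria Formosa and the 3 of Ria de Aveiro, limma called 3616 probes, 1148 higher in Ria Formosa and 2468 in Ria de Aveiro. SAM called 4805 on linear values and 1508 on log2 values. With slide as a block limma called 0, where 11134 probes had an unadjusted p under 0.05, and the model kept few residual degrees of freedom. With all 14 groups and slide in one model, chosen after seeing the data, it called 4616, of which 2397 were among the 3616. The count depended on single clams: it was 444 without clam 466 of Ria de Aveiro and 3758 without clam 453 of Ria Formosa. In clam 466, 13133 probes were tied at the lowest signal of the array, of which 99 were among the 3616, and with dim probes left out the count was 4994. Of the 1864 probes in the rows of Table S13 analysed here, limma called 768 and SAM on linear values 959.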

The comparison between stage IV females from both populations was the one that presented the highest number of differentially expressed probes. For this analysis, a two-unpaired class Significance Analysis of Microarray (SAM) test was carried out on normalized data (FDR = 5%; FC>1.5). 

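In stage IV females, 17.2% of all probes had no overlap between the populations, against 3.57% of splits by chance. The largest rises toward Ria Formosa were in gonads_contig_33183_P, with a log2 fold change of 7.36 (standard error 0.54, adjusted p = 2.79e-03, well above background in all 8 clams), and gonads_contig_463825_N, with 6.41 (2 of 3 clams of Ria de Aveiro well above background). Toward Ria de Aveiro they were in gonads_contig_234041_P, with -5.53 (standard error 0.30, adjusted p = 5.79e-04, well above background in 4 of 5 clams of Ria Formosa), and gonads_contig_479818_N, with -4.87. With 1 clam left out, the call of gonads_contig_463825_N held for 1 of the 8 clams and those of the other three for at least 7.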

A list of 6,765 significant probes, corresponding to 5,133 unique transcripts, was obtained (Table S13). A putative annotation with *Danio rerio* Ensembl Gene IDs was obtained for 3,229 probes. An enrichment functional annotation analysis was performed with DAVID, revealing 11 KEGG pathways, 88 BP terms, 29 CC terms, and 51 MF terms significantly over-represented (Table S14). “Cell cycle” (dre04110), “Spliceosome” (dre03040), “Ubiquitin mediated proteolysis” (dre04120) and “Oocyte meiosis” (dre04114) terms were the most represented in the enriched KEGG pathway terms, with 45, 32, 30 and 28 genes respectively. 

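For skp1, 2 probes were annotated. In stage IV females, gonads_contig_497989_P had a log2 signal of 9.42 ± 0.47 (SD, n = 5) in Ria Formosa and 7.74 ± 0.39 (SD, n = 3) in Ria de Aveiro, a log2 fold change of 1.68 (standard error 0.32, adjusted p = 0.0286, limma), and the groups did not overlap. It was called under 7 of 10 alternatives, not by SAM or with slide as a block, and for 2 of the 8 clams left out in turn. The other probe, gonads_contig_101244_P, had a log2 fold change of -0.90 (adjusted p = 0.215). For Mad2l1, gonads_contig_208288_N was at 8.99 ± 0.41 in Ria Formosa and 9.76 ± 0.35 in Ria de Aveiro (log2 fold change -0.77, adjusted p = 0.165) and was called under none of the alternatives.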

Among the genes differentially expressed between females stage IV of the two populations, the great majority were common to “Oocyte meiosis” (dre04114) and “Cell cycle” (dre04110) pathways, like the S-phase kinase-associated protein 1 (*skp1*) and the *Mad2l1*. Other important differentially expressed genes were also identified, such as the *cdc16*, *cdc20*, *cdc27*. 

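For cdc20, gonads_contig_222061_P had a log2 signal of 7.63 ± 0.48 (SD, n = 5) in stage IV females of Ria Formosa and 8.16 ± 0.41 (SD, n = 3) in those of Ria de Aveiro. The log2 fold change was -0.53 (standard error 0.33, adjusted p = 0.402, limma), and it was called under none of the 10 alternatives. The annotation analysed here names no probe for cdc16 or cdc27.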

Genes like *CCNB1*, cyclin E2 (*CCNE2*), and cdk2 were also present in both pathways.

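In stage IV females the cyclin B probe gonads_contig_9935_P had a log2 fold change of -0.59 (standard error 0.33, adjusted p = 0.353, limma), with 15.66 ± 0.48 (SD, n = 5) in Ria Formosa and 16.26 ± 0.44 (SD, n = 3) in Ria de Aveiro. For CDK2, gonads_contig_10132_N was at 11.55 ± 0.56 and 13.17 ± 0.58, a log2 fold change of -1.62 (standard error 0.39, adjusted p = 0.0536), with all 3 clams of Ria de Aveiro above the 5 of Ria Formosa. It was called under 5 of 10 alternatives, among them SAM on linear values. The other CDK2 probes had -1.54 and -0.66. No probe is annotated for cyclin E2 in the rows analysed here.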

Another comparison that revealed an important number of differentially expressed probes, at the population level, was between stage II males. A list of 5,801 significant probes, corresponding to 3,588 unique transcripts was obtained (Table S15). 

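Between the 5 stage II males of Ria Formosa and the 5 of Ria de Aveiro, limma called 3847 probes, 2501 higher in Ria Formosa and 1346 in Ria de Aveiro. SAM called 5488 on linear values and 4814 on log2 values. Of the 1963 probes in the rows of Table S15 analysed here, limma called 1699 and SAM on linear values 1889. All 1963 have a fold change above 1, so that they cover a single direction of that list. With slide as a block the count was 1430, of which 1304 were among the 3847, and with all 14 groups and slide in one model, an alternative chosen after seeing the data, it was 4703. With 1 clam left out it lay between 2476 and 3909. No overlap between the populations was found for 8.84% of all probes, against 0.794% of splits by chance. The largest rises toward Ria Formosa were in gonads_contig_77177_N, with a log2 fold change of 8.20 (standard error 1.31, adjusted p = 6.15e-03), and gonads_contig_9798_N, with 8.12, each well above background in 5 of 5 clams of Ria Formosa and 4 of 5 of Ria de Aveiro. Toward Ria de Aveiro they were in gonads_contig_107194_P, with -4.95 (4 of 5 clams of Ria Formosa), and gonads_contig_15080_P, with -4.76 (3 of 5). The call of gonads_contig_107194_P held for 2 of the 10 clams left out in turn, and those of the other three for all 10.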

A putative annotation with *Danio rerio* Ensembl Gene IDs was obtained for 3,181 probes. An enrichment functional annotation analyses has been performed by DAVID, revealing 14 KEGG pathways, 56 BP terms, 23 CC terms, and 50 MF terms significantly over-represented (Table S16). “Insulin signaling pathway” (dre04910) was the most represented in the enriched KEGG pathway terms. Important differentially expressed genes were found, such as, the Mitogen-Activated Protein Kinase 1 (*MAPK1*). However, for the remaining comparisons performed, no additional significant results were observed between populations.

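In the other 5 comparisons between populations, limma called 28 probes at stage I (8819 at an unadjusted p under 0.05), 4 in stage II females (6165), 77 in stage III females (7873), 39 in stage III males (9949) and 49 in stage IV males (5655). SAM on linear values called 35, 0, 204, 6811 and 3 probes in the same order, and SAM on log2 values 7, 4, 172, 1828 and 0. In stage III males the count was also high with slide as a random block, at 7631, and with all 14 groups in one model, at 6673. Clam 406, in the group of 3 stage III males of Ria Formosa, held 376 of the 1055 outlier spots. On the third principal component it scored -454, while the other clams lay between -64.7 and 75.8. The alternatives with high counts were not rerun without clam 406. In stage III females the count was 662 without clam 70 of Ria de Aveiro. Single clams also moved the count to 10 at stage I (without clam 228 of Ria Formosa), to 14 in stage II females (without clam 376 of Ria Formosa), to 160 in stage III males (without clam 418 of Ria Formosa) and to 6 in stage IV males (without clam 445 of Ria de Aveiro). On simulated stage IV males, with a log2 change of 3 added to 200 probes, limma called 0 of them and SAM on log2 values 25. The simulation gave each probe an SD pooled over all 14 groups, so that it may not describe stage IV males. The largest changes measured in both populations were -3.06 in gonads_contig_381166_N, 2.46 in gonads_contig_439281_N, 2.15 in gonads_contig_191474_N and -1.88 in gonads_contig_108159_S at stage I, and 2.49 in gonads_contig_51822_N in stage II females (4 of 5 clams of Ria de Aveiro well above background). In stage III females they were 3.81 and 3.78 in gonads_contig_10661_N and gonads_contig_14415_P, both annotated as NCA12_XENLA, and -3.27 and -2.66 in gonads_contig_128502_P (3 of 5 clams of Ria Formosa well above background) and gonads_contig_254561_P. In stage III males they were -4.02 in gonads_contig_42480_P, 3.73 in gonads_contig_413321_P (4 of 5 clams of Ria de Aveiro well above background) and 3.27 in gonads_contig_53476_N, and in stage IV males -3.29 in gonads_contig_50726_AS. Most of these calls hung on single clams. With 1 clam left out, those of gonads_contig_381166_N and gonads_contig_42480_P held for all (10 and 8), and those of gonads_contig_191474_N for 9 of 10 and gonads_contig_128502_P for 7 of 12. The others held for at most 4 clams: gonads_contig_439281_N for 3 of 10, gonads_contig_108159_S for 1 of 10, gonads_contig_51822_N for 2 of 10, gonads_contig_10661_N and gonads_contig_14415_P for 3 of 12 each, gonads_contig_254561_P for 2 of 12, gonads_contig_413321_P for 1 of 8, gonads_contig_53476_N for 4 of 8 and gonads_contig_50726_AS for 0 of 6.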

## Discussion

Recent expression profiling studies using microarrays have been successfully employed in order to better understand the cellular and molecular events of reproductive tissue development and unravel some molecular mechanisms involved in reproductive phenotypes (sex differentiation, gametogenesis; *e.g*. in oyster [5]).

To better understand the different reproductive behaviors observed between northern and southern Portuguese populations, gonads of clams collected in Ria Formosa (Southern Portugal) and Ria Aveiro (Western coast of Portugal) were analyzed (Figure 6).

**Figure 6:**
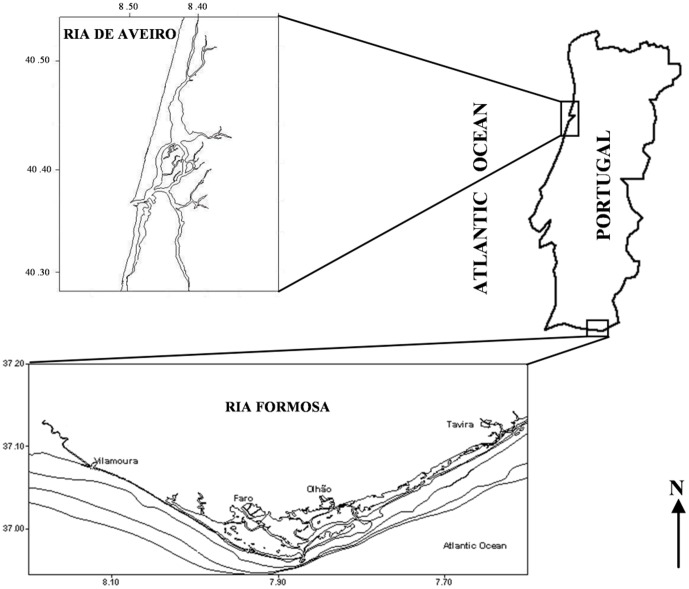
Ria de Aveiro and Ria Formosa Lagoon location. Ria Formosa (37°01′N; 07°49′W) in Southern Portugal and Ria Aveiro (40°42′N; 08°40′W) in Western coast of Portugal.

### Sex explains most of the variance in gonad gene expression

Although the preliminary analysis using PCA (Figure 3) did not discriminate populations, a clear clustering of the different sexes and gametogenic stages was observed. 

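Population accounted for 0.668% of the variance of the PC1 scores over the 64 clams (permutation test, p = 0.517) and for 5.77% of that of PC2 (permutation p = 0.0558, adjusted over 6 tests 0.0837). The mean PC1 score was 12.9 ± 151 (SD, n = 31) in Ria Formosa and -12.1 ± 157 (SD, n = 33) in Ria de Aveiro. On PC2 the means were 23.6 ± 85.0 and -22.2 ± 102. These tests leave sex and stage aside. With population labels permuted within the 7 groups of sex and stage, a test chosen after seeing the data, Ria Formosa lay higher by 44.9 on PC2 (permutation p = 7.40e-04, adjusted over both axes 1.48e-03) and by 38.7 on PC1 (permutation p = 4.25e-03). On PC2 stage IV females and stage III males did not overlap between the populations, nor did stage II males, where Ria de Aveiro lay higher.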

The main sex effect on gonadic gene expression was also reported for an alternative and irregular protandrous hermaphrodite marine bivalve, the Pacific oyster [5]. The differences between males and females increased over time, following the continuous gametogenesis from stage II to stage IV gonads. 

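On PC1 the males exceeded the females by 176 at stage II (exact permutation test, two-sided, p = 7.04e-04, n = 10 and 10), by 366 at stage III (exact permutation p = 7.94e-06, n = 8 and 12) and by 362 at stage IV (exact permutation p = 3.33e-04, n = 6 and 8). The ranges of the sexes overlapped at stage II and were apart at stages III and IV. Between stages III and IV the difference changed by less than the SD of the scores within a sex, which was 23.8 and 13.6 in males and 16.8 and 33.4 in females.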

Considering gene expression pattern, there is no evidence of sex determination at stage I based on the PCA results, showing that, with this analysis, clam sex is undetermined at stage I.

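On PC1 the 10 stage I clams had a mean score of -62.5 ± 55.2 (SD) and ranged from -124 to 27.9. The stage II females ranged from -144 to 32.7, the highest being clam 376, and without it to -39.8, which 3 of the stage I clams exceeded. All stage I clams lay below the scores of all males of stages III and IV, whose lowest was 197.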

In the hierarchical clustering performed on the probes differentially expressed between sexes (Figure 4), a stage I individual was detected clustered on the same branch as females. Although the sex of this clam could not be determined histologically, we suggest that this individual had already initiated sex differentiation, being possibly in a later stage I, and could therefore be classified as female according to its gene expression pattern. Indeed, through Pavlidis template matching (PTM) analysis by TMev, we observed that this specific sample over expressed *VTG*, a female specific glycoprotein identified as being necessary for building up the oocyte in oysters [5], among other species. 

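Clam 76 of Ria de Aveiro had the highest VTG signal of the 10 stage I clams in both probes, at 12.40 on the log2 scale in gonads_contig_15131_N and 12.56 in gonads_contig_241291_N. The next was clam 67 of Ria de Aveiro, with 10.04 and 10.11. In 3 of the 10 clams neither probe was well above background.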

Oysters, at an undetermined sex stage, were found to express male- or female-specific genes, suggesting that sex differentiation already took place at the first stage of gametogenesis, even if it could not be visualized histologically [5]. As a result, in some cases of individuals in later stage I, gene expression patterns could indicate sex determination without histological information.

Following the strong sex effect on gene expression reported above, with 16,996 probes differentially expressed between sexes, 9 KEGG pathways were revealed. Among these pathways, “oocyte meiosis” (dre04114) and “Progesterone-mediated oocyte maturation” (dre04914) were the most represented with 45 and 38 genes, respectively, as well as “Cell cycle” (dre04110) with 49 genes. These pathways are characteristic of females, certainly related to the higher transcription rate in female germ cells compared to male germ cells. Indeed, oocytes provide most of the information for the development of zygotes [20]. Among the genes involved, we found the *Mad2l1*, a component of the spindle-assembly checkpoint that prevents the onset of anaphase until all chromosomes are properly aligned at the metaphase plate, and the *CaM* family, which belongs to one of the two main groups of calcium-binding proteins. Calmodulins are supposed to be very important in the oogenesis of *R. decussatus*, since Ca^2+^ increases are recognized as essential for the oocytes to be released from the metaphase I arrest [21] [22] [23] [24]. The oocytes of the European clam (classified as class II, due to their meiotic maturation distinct from other bivalve species) are held in the ovaries at prophase of the first division of meiosis and their development reinitiates during spawning, by hormonal stimulation or other stimuli. A second barrier to development occurs at metaphase I, prior to extrusion of the first polar body, until fertilization releases this metaphase arrest, allowing further stages of maturation to take place [25]. Furthermore, cyclins, found differentially expressed (*CCNB1*, *CCNB2* and *CDK2*), also trigger metaphase/anaphase transition and further progress through meiosis by disappearing, due to protein synthesis inhibition [25]. In order to better understand the differences between sexes in each reproductive stage, the same analysis was performed in each one. The number of differentially expressed probes increased as the reproductive stages developed, with stage IV presenting the highest number of differentially expressed probes, confirming the results from PCA analysis. Speriolin, a novel centrosomal protein present in the connecting piece region of mouse and human sperm [26], was present in the list of differentially expressed probes between males and females at stage IV, with a FC value of 332, as well as *TSSK-5* with a FC value of 249. mRNA expression of these genes is highly testis-specific, with a very low level detected in other tissues of the marine bivalve *Argopecten purpuratus* [7].

### Differentiation of gonadal developmental stages

From the 13,218 probes that exhibited a significant change in expression over the reproductive cycle of male and female gonads, 9 KEGG pathways appeared notably represented. “Focal adhesion” (dre04510) and “Regulation of actin cytoskeleton” (dre04810), were the most represented, with 74 and 62 genes, respectively. In sea star oocytes, the cortical actin cytoskeleton was noticed to play critical roles in modulating Ca^2+^ release during meiotic maturation, as well as in regulating cortical granule exocytosis [27]. Additionally, “microtubule-based process” (GO:0007017), one of the enriched biological processes with the highest representation, participates in several important events in spermatogenesis, including nuclear elongation, cytoplasmic redistribution and reduction and development of the flagellum [28]. Within the genes involved in this pathway, we found the dynein light chain 2 (*dynll2a* and *dynll2b*), several kinesin family members (*KIF11, KIF17*, and *KIF7*). These genes were also found highly expressed in male gonads in *C. gigas* and may be involved in flagella and cilia structure, locomotion and control [5].

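In the F test over the 4 stages, 6 probes had an entry of dynein light chain 2, of which 3 were called, and 1 further called probe (gonads_contig_106037_P) had an entry of dynein light chain 1 alone. The brightest, gonads_contig_49924_N, had F = 20.1 (adjusted p = 1.41e-07, limma, n = 64 clams). For KIF11, gonads_contig_22515_N had F = 25.7 (adjusted p = 5.70e-09). KIF17 had 2 called probes, with F = 10.3 in gonads_contig_63334_P (adjusted p = 1.25e-04) and F = 11.8 in gonads_contig_24468_P. With males and stage I alone, gonads_contig_63334_P fell short of the threshold (F = 0.46). No probe is annotated for KIF7 in the rows analysed here.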

*VTG*, a female specific glycoprotein previously described and *Condensin-2*, expressed in oocytes and involved in maintaining the rigidity of chromosomes in prophase were identified in our female samples with increase in expression as oogenesis progressed. In terms of male specific genes, we identified the *MOSPD2* and the *SCP-2*, involved in the meiotic phase of spermatogenesis, also with an increase in expression during progression of spermatogenesis. All these genes also increased in expression along the gametogenic cycle in male and female gonads of *C. gigas* [5]. *scp2* and *scp3*, genes involved in synaptonemal complex formation, were recently found to be highly expressed in the maturing testis of the scallop *Nodipecten subnodosus* [6]. This synaptonemal complex is a meiosis-specific structure essential for chromosome pairing since disruption of the localization of *scp2* and *scp3* during early recombination resulting in aneuploidy [29]. Our results indicate that synaptonemal complex formation, and therefore meiosis I, was occurring from early to late testis maturation. This results is similar to what was found in *N. subnodosus*, for which the authors concluded that the expression pattern of *scp2* and *scp3* might serve as future markers for the meiotic stage and may prove helpful in differentiating primary and secondary spermatocytes, which is not morphologically possible [6].

A quantitative correlation between microarray data and values of gonad area considered as a proxy of the reproductive effort (*e.g*. in oyster [30]), were evaluated separately for females and males. The clam gonad undergoes continuous development until it becomes fully mature. At that moment, the gonads or gonadal tissue form a significant portion of the soft parts of the animal. Gonaducts that will carry the gametes to the body chamber develop, enlarge and are readily observed in the gonad. For this reason, in males as in females, the gonadal area increases with the evolution of the reproductive stages and is considered as a proxy of the reproductive effort [31]. Reproductive effort and the underlying mechanisms are of great interest for many marine bivalve species that have a very high fecundity, a characteristic of the “r” demographic strategy. Indeed, gametogenesis has a major impact on several physiological functions, generating phenotypic and genetic trade-offs with growth and survival (as established in oysters [32]), meaning that reproductive effort improves at the expense of survival. We identified 7,226 annotated probes correlated with female gonad area and therefore, potentially, with the number and/or the size of the gametes produced. These probes included *Foxl2*, an evolutionarily conserved female-specific transcription factor, which is conserved from the sponge *Suberites domuncula* to humans [33]; *VTG*; *condensing 2*, expressed in oocytes and involved in maintaining the rigidity of chromosomes in prophase; Mitotic apparatus protein *p62* that binds to condensed chromosomes at prophase of meiosis I; and *Cep57*, a centrosomal protein required for microtubule attachment to centrosomes. These female-specific genes, which were positively correlated with gonad areas, were also identified as potentially involved in oogenesis in *C. gigas* [5]. In males, genes expressed included the *SPAG6*, *SPAG16* and *SPAG17*, *MOSPD2*, sperm surface protein *Sp17*, sperm flagellar proteins 1 and 2 and *dpy-30*, all involved in spermatogenesis. *dpy-30* is involved in male development and described as an attractive new candidate gene for the regulation of sex differentiation in oysters [5]. This gene was also identified and characterized as an essential component of the dosage compensation machinery for sex determination in *Caenorhabditis elegans* [34].

### Differential gene expression between populations

In *R. decussatus*, as in other bivalves, the period of spawning in natural populations differs with geographic location and, once reproductive maturity is reached, it may be triggered by several environmental factors including temperature, chemical and physical stimuli, water currents or a combination of these and other factors [14]. The presence of gametes in the water provides an additional stimulus that generates a spawning response in broodstock, due to the presence of hormones (pheromones) that will act as recognition signals between gametes [35]. Indeed, a surface glycoprotein was identified as the mate recognition signal in the caridean shrimp *Palaemonetes pugio* where glucosamine was considered a pheromone functioning in mate recognition [36]. Although it had a low statistical significance value for enrichment in DAVID (P = 0.09), “N-Glycan biosynthesis” (dre00510) was found among the enriched KEGG pathways with the highest number of gene entries. N-glycans have an important role acting as recognition signals and binding between the extracellular coat of the egg and components of the sperm plasma membrane, generally termed “primary binding” [37]. Taking into account that “N-Glycan biosynthesis” (dre00510) pathway was down-regulated in the population of Ria Formosa, we propose that, in some way, this recognition process can explain some of the differences in spawning induction success observed between the two Portuguese populations. Indeed, it was previously demonstrated that environment can strongly affect reproduction of *R. decussatus*, notably in terms of fecundity level [14]. Additionally, among the genes involved in N-Glycan biosynthesis, we found fucosyltransferase (*FucT*) differentially expressed with a fold change of 2.23. This enzyme is implicated in species-specific binding of sperm to eggs in mammals [38] [39] [40]. In addition, ADAMs family genes (A Disintegrin and A Metalloprotease domain) as well as several integrin ligands appeared differentially expressed between the two populations. 

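Fucosyltransferases had 6 annotated probes. Between the populations, 4 of them were called and all 4 were higher in Ria Formosa, as they were by sign under each scaling tried. With normexp background correction 1 was called, and with scaling to the 75th percentile 5. The largest change was in gonads_contig_61896_N, with a log2 fold change of 1.39 (standard error 0.35, adjusted p = 0.0103, limma) and a ratio of mean linear signals of 2.22. This probe was well above background in 21 of 31 clams of Ria Formosa and 11 of 33 of Ria de Aveiro. Its ratio was 1.71 with a floor of 16 and 1.26 with normexp background correction. The others were gonads_contig_439866_P (0.95), gonads_contig_392857_N (0.74) and gonads_contig_51214_N (0.65). The brightest, gonads_contig_10717_P, had a log2 fold change of -0.23 (adjusted p = 0.336).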

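For the ADAM family, 15 probes were matched by entry name, and 6 were called between the populations, all of them lower in Ria Formosa. With scaling to the 75th percentile and with a floor of 16 it was 5 lower and 1 higher. With normexp background correction 1 was called, also lower. The log2 fold changes of the 6 lay between -0.89 in gonads_contig_234477_P (adjusted p = 5.62e-03) and -0.63 in gonads_contig_240229_N (adjusted p = 2.60e-03). The signs of these 6 were the same under each scaling tried, while gonads_contig_39747_P (0.66, adjusted p = 0.0530) was called in the other direction in 7 of 12 settings, SAM among them. The brightest probe, gonads_contig_108386_P, had -0.10 (adjusted p = 0.614). Its only entry, ADM1A_XENLA, does not carry an ADAM name, so that this probe may lie outside the family. Of the others, gonads_contig_88515_P was the brightest and was among the 6 called, at -0.82 (adjusted p = 6.45e-04, limma). Of 5 probes annotated as integrin subunits, which are receptors and not the ligands that the paper names, none was called by limma, with log2 fold changes from -0.68 to 0.48, while SAM on linear values and the model with sex and stage group as covariates called gonads_contig_30893_N.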

Several studies have indicated that these molecules are involved in cell adhesion and sperm-egg interaction (*e.g*. [41] [42] [43]), supporting the hypothesis that “primary binding” could be responsible for the main differences in the reproductive behavior of the two populations.

Recent histological examinations of these two populations showed significant differences in the dynamics of gametogenesis [14]: the maturation process begins earlier in the northern population probably due to contrasted environmental factors mainly temperature, which is already characterized as the main source of variation in the timing of gametogenesis (*e.g*. [18]). Sea surface temperature (SST) was relatively lower compared to Ria Formosa lagoon, though with higher chlorophyll values [14]. Nonetheless, similar values of oocyte diameter and gonadic area were reported, suggesting similar investment in reproduction in the two populations. In terms of gene expression, hierarchical clustering using Pearson's correlation, identified three main clusters: Ria Formosa, Ria de Aveiro and Female Stage III and IV from Ria de Aveiro (Figure 5), suggesting that the biggest differences originate from the females in the later stages of gametogenesis, and may be due to a difference in gamete maturity that may be implicated in the differences in response to spawning induction. These differences can originate from environmental differences and/or some genetically based variation between the two populations. Among all the comparisons made between populations for each reproductive stage and sex, the one performed with stage IV females presented the highest number of differentially expressed probes (5,133 probes; Table S13). In this comparison, “Cell cycle” (dre04110), “Spliceosome” (dre03040), “Ubiquitin mediated proteolysis” (dre04120) and “Oocyte meiosis” (dre04114) terms were the most represented in the enriched KEGG pathway terms with 45, 32, 30 and 28 genes, respectively. Due to their specific environments, these populations might adopt different reproductive strategies: the Ria de Aveiro population retrieves its energy reserves immediately after spawning, however, the same is not verified in clams from Ria Formosa Lagoon, with their consequent decline. Considering these facts, it is likely that, at some point, the process of oogenesis diverged between females of the two populations. Among the genes differentially expressed, the *SKP1* and the *Mad2l1* previously described, were present. The *SKP1* is an essential component of the SCF (SKP1-CUL1-F-box protein) ubiquitin ligase complex, which mediates the ubiquitination of proteins involved in cell cycle progression, signal transduction and transcription. Other important differentially expressed genes were found, such as *cdc16*, *cdc20*, *cdc27*, which are components of the anaphase promoting complex/cyclosome (APC/C), a cell cycle-regulated E3 ubiquitin ligase controlling progression through mitosis and the G1 phase of the cell cycle. In addition, genes like *CCNB1* and *CCNE2* were present and are essential in controlling the progression of cells through the cell cycle, by activating *Cdk* enzymes. Cyclin-encoding transcripts represent maternal mRNAs, known to be stocked in oocytes during oogenesis and maternally transmitted to embryos before the start of embryonic transcription [44].

A total of 3,588 differentially expressed probes were also obtained in the comparison made between males of stage II. “Insulin signaling pathway” (dre04910) was the most represented in the enriched KEGG pathway terms. In addition to its function in somatic cells, it was demonstrated that insulin signaling plays an essential role in cell proliferation and growth during male *Drosophila* gametogenesis where sperm production is regulated by hormonal control via insulin-like peptides [45]. Moreover, the level of some mRNA in insulin pathway was also identified as correlated with gamete quality in fishes [46] [47]. Additionally, the *MAPK1* was found differentially expressed. Studies have shown that male reproductive function is modulated via the *MAPK* cascade. The *MAPK* cascade is involved in numerous male reproductive processes, including spermatogenesis, sperm maturation and activation, capacitation and acrosome reaction, before fertilization of the oocyte [48]. Considering that no additional significant results were observed for the remaining comparisons performed, we suggest that it is in the later stages of oogenesis (stage IV) and in the earlier stages of spermatogenesis (stage II), that the major differences between the two studied populations occur.

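Whether the difference between populations depended on sex was tested directly. The interaction of sex and population was called for 1707 probes at stage II, of which 1501 changed more in males, for 11 at stage III and for 718 at stage IV, of which 576 changed more in females. With all 14 groups and slide in one model, chosen after seeing the data, limma called 2141 probes at stage II and 0 at stage IV (6173 at an unadjusted p under 0.05), so that at stage IV slide cannot be told apart from the interaction. From the lack of additional significant results in the other comparisons, the paper proposes that the populations differ mainly in the later stages of oogenesis and the earlier stages of spermatogenesis.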

## Conclusions

In this study, we identified several differentially expressed probes, which led us to a specific pathway involved in the recognition signals and binding between the oocyte and components of the sperm plasma membrane. We believe that these results can be useful to *R. decussatus* hatchery production program management. Furthermore, as a possible starting point for further research devoted to reproduction and spawning improvement of this species, we identified genes specifically expressed in either males or females that showed increasing expression over the course of gametogenesis.

The designed custom oligonucleotide microarray can be useful for future studies into the molecular mechanisms involved in the European clam differentiation and development. Additionally, we produced lists of relevant pathways and candidate genes that helped to improve our understanding of gametogenesis and that are essential in addressing physiological, environmental or aquaculture questions concerning the European clam *R. decussatus*.

## Supporting Information

Table S1 **Summary of the origin of** ***Ruditapes decussatus*** **sequences and assembly information.**
(XLSX) Click here for additional data file.

Table S2 **List of protein database used for contigs annotation obtained through Blast similarity searches.** Numbers of annotated contigs for each database are also reported.
(XLSX) Click here for additional data file.

Table S3 **Sequences of the 51,709 different contigs of** ***R. decussatus*** **representing in the DNA microarray platform.**
(ZIP) Click here for additional data file.

Table S4 **List and annotation of each probe represented in the** ***R. decussatus*** **DNA microarray platform.**
(XLSX) Click here for additional data file.

Table S5 **List of significant probes identified by SAM analysis (FDR = 5%; FC>1.5) by comparing sexes in** ***Ruditapes decussatus*** **.**
(XLSX) Click here for additional data file.

Table S6 **Enrichment analysis showing KEGG pathways, BP terms, CC terms and MF terms significantly represented on differentially expressed probes between sexes in** ***Ruditapes decussatus*** **.**
(XLSX) Click here for additional data file.

Table S7 **List of significant probes identified by One-way ANOVA (p<0.01, adjusted Benjamini & Hochberg correction) in order to identify the transcripts whose expression changed over the reproductive cycle of male and female gonads.**
(XLSX) Click here for additional data file.

Table S8 **Enrichment analysis showing KEGG pathways, BP terms, CC terms and MF terms significantly represented on differentially expressed probes between gametogenic stages in** ***Ruditapes decussatus*** **.**
(XLSX) Click here for additional data file.

Table S9 **List of significant probes identified by SAM quantitative correlation analysis (FDR = 5%) between microarray data and values of female gonad area of stages II, III and IV after angular transformation in** ***Ruditapes decussatus*** **.**
(XLSX) Click here for additional data file.

Table S10 **List of significant probes identified by SAM quantitative correlation analysis (FDR = 5%) between microarray data and values of male gonad area of stages II, III and IV after angular transformation in** ***Ruditapes decussatus*** **.**
(XLSX) Click here for additional data file.

Table S11 **List of significant probes identified by SAM analysis (FDR = 5%; FC>1.5) by comparing the two populations of** ***Ruditapes decussatus*** **.**
(XLSX) Click here for additional data file.

Table S12 **Enrichment analysis showing KEGG pathways, BP terms, CC terms and MF terms significantly represented on differentially expressed probes between populations of** ***Ruditapes decussatus*** **.**
(XLSX) Click here for additional data file.

Table S13 **List of significant probes identified by SAM analysis (FDR = 5%; FC>1.5) by comparing stage IV females from both populations of** ***Ruditapes decussatus*** **.**
(XLSX) Click here for additional data file.

Table S14 **Enrichment analysis showing KEGG pathways, BP terms, CC terms and MF terms significantly represented on differentially expressed probes between stage IV females from both populations of** ***Ruditapes decussatus*** **.**
(XLSX) Click here for additional data file.

Table S15 **List of significant probes identified by SAM analysis (FDR = 5%; FC>1.5) by comparing stage II males from both populations of** ***Ruditapes decussatus*** **.**
(XLSX) Click here for additional data file.

Table S16 **Enrichment analysis showing KEGG pathways, BP terms, CC terms and MF terms significantly represented on differentially expressed probes between stage II males from both populations of** ***Ruditapes decussatus*** **.**
(XLSX) Click here for additional data file.

## References

[1] FAO (2006). Available: ftp://fao.org/fi/stat/summary/a-6.pdf.

[2] MatiasD, JoaquimS, LeitaoA, MassapinaC (2009) Effect of geographic origin, temperature and timing of broodstock collection on conditioning, spawning success and larval viability of *Ruditapes decussatus* (Linn, 1758). Aquac Int 17: 257–271.

[3] Vilela H (1950) Vida bentonica de *Tapes decussatus* (L.). Travail Station de Biologie Marine Lisbonne 53, 1–79 (In portuguese).

[4] DelgadoM, Pérez CamachoA (2005) Histological study of the gonadal development of *Ruditapes decussatus* (L.) (Mollusca: Bivalvia) and its relationship with available food. Sci Mar 69 (1): 87–97.

[5] DheillyNM, LelongC, HuvetA, KellnerK, DubosM-P, et al (2012) Gametogenesis in the Pacific Oyster *Crassostrea gigas*: A Microarrays-Based Analysis Identifies Sex and Stage Specific Genes. PLoS ONE 7: e36353.2259053310.1371/journal.pone.0036353PMC3348941

[6] Llera-HerreraR, García-GascaA, Abreu-GoodgerC, HuvetA, IbarraAM (2013) Identification of Male Gametogenesis Expressed Genes from the Scallop *Nodipecten subnodosus* by Suppressive Subtraction Hybridization and Pyrosequencing. PLoS ONE 8: e73176.2406603410.1371/journal.pone.0073176PMC3774672

[7] BoutetI, MoragaD, MarinovicL, ObrequeJ, Chavez-CrookerP (2008) Characterization of reproduction-specific genes in a marine bivalve mollusc: Influence of maturation stage and sex on mRNA expression. Gene 407: 130–138.1797692810.1016/j.gene.2007.10.005

[8] FabiouxC, HuvetA, LelongC, RobertR, PouvreauS, et al (2004) Oyster vasa-like gene as a marker of the germline cell development in *Crassostrea gigas* . Biochem Biophys Res Commun 320: 592–598.1521987010.1016/j.bbrc.2004.06.009

[9] FabiouxC, PouvreauS, Le RouxF, HuvetA (2004) The oyster vasa-like gene: a specific marker of the germline in *Crassostrea gigas* . Biochem Biophys Res Commun 315: 897–904.1498509710.1016/j.bbrc.2004.01.145

[10] FleuryE, FabiouxC, LelongC, FavrelP, HuvetA (2008) Characterization of a gonad-specific transforming growth factor-beta superfamily member differentially expressed during the reproductive cycle of the oyster *Crassostrea gigas* . Gene 410: 187–196.1823445610.1016/j.gene.2007.12.017

[11] ObataM, SanoN, KimataS, NagasawaK, YoshizakiG, et al (2010) The proliferation and migration of immature germ cells in the mussel, *Mytilus galloprovincialis*: observation of the expression pattern in the M. galloprovincialis vasa-like gene (Myvlg) by in situ hybridization. Dev Genes Evol 220: 139–149.2072584110.1007/s00427-010-0335-3

[12] MoreiraR, BalseiroP, RomeroA, DiosS, PosadaD, et al (2012) Gene expression analysis of clams *Ruditapes philippinarum* and *Ruditapes decussatus* following bacterial infection yields molecular insights into pathogen resistance and immunity. Dev Comp Immunol 36: 140–149.2175693310.1016/j.dci.2011.06.012

[13] LeiteRB, MilanM, CoppeA, BortoluzziS, Anjos Ados, et al (2013) mRNA-Seq and microarray development for the Grooved carpet shell clam, *Ruditapes decussatus*: a functional approach to unravel host -parasite interaction. BMC Genomics 14: 741.2416821210.1186/1471-2164-14-741PMC4007648

[14] MatiasD, JoaquimS, MatiasAM, MouraP, de SousaJT, et al (2013) The reproductive cycle of the European clam *Ruditapes decussatus* (L., 1758) in two Portuguese populations: Implications for management and aquaculture programs. Aquaculture 406–407: 52–61.

[15] Guillard RRL (1975) Culture of Phytoplankton for Feeding Marine Invertebrates. In: Smith WL, Chanley MH, editors.Culture of Marine Invertebrate Animals. Springer US. pp. 29–60.

[16] LatendresseJR, WarbrittionAR, JonassenH, CreasyDM (2002) Fixation of testes and eyes using a modified Davidson's fluid: comparison with Bouin's fluid and conventional Davidson's fluid. Toxicol Pathol 30: 524–533.1218794410.1080/01926230290105721

[17] Martoja R, Martoja-Pierson M (1967) Initiation aux techniques de l'histologie animale. Elsevier Masson. 345 p.

[18] FabiouxC, HuvetA, Le SouchuP, Le PennecM, PouvreauS (2005) Temperature and photoperiod drive *Crassostrea gigas* reproductive internal clock. Aquaculture 250: 458–470.

[19] SaeedAI, SharovV, WhiteJ, LiJ, LiangW, et al (2003) TM4: a free, open-source system for microarray data management and analysis. BioTechniques 34: 374–378.1261325910.2144/03342mt01

[20] WatsonAJ (2007) Oocyte cytoplasmic maturation: A key mediator of oocyte and embryo developmental competence. J Anim Sci 85: E1–E3.10.2527/jas.2006-43217322120

[21] Hidaka H (1985) Calmodulin antagonists and cellular physiology. Elsevier. 569 p.

[22] GobetI, DurocherY, LeclercC, MoreauM, GuerrierP (1994) Reception and Transduction of the Serotonin Signal Responsible for Meiosis Reinitiation in Oocytes of the Japanese Clam *Ruditapes philippinarum* . Dev Biol 164: 540–549.804535010.1006/dbio.1994.1222

[23] DeguchiR, MorisawaM (2003) External Ca2+ is predominantly used for cytoplasmic and nuclear Ca2+ increases in fertilized oocytes of the marine bivalve *Mactra chinensis* . J Cell Sci 116: 367–376.1248292210.1242/jcs.00221

[24] TostiE (2006) Calcium ion currents mediating oocyte maturation events. Reprod Biol Endocrinol 4: 26.1668434410.1186/1477-7827-4-26PMC1475868

[25] ColasP, DubéF (1998) Meiotic maturation in mollusc oocytes. Semin Cell Dev Biol 9: 539–548.983564210.1006/scdb.1998.0248

[26] GotoM, O'BrienDA, EddyEM (2010) Speriolin is a novel human and mouse sperm centrosome protein. Hum Reprod Oxf Engl 25: 1884–1894.10.1093/humrep/deq138PMC290722820542897

[27] KyozukaK, ChunJT, PuppoA, GragnanielloG, GaranteE, et al (2008) Actin cytoskeleton modulates calcium signaling during maturation of starfish oocytes. Dev Biol 320: 426–435.1859903110.1016/j.ydbio.2008.05.549

[28] SperryAO (2012) The dynamic cytoskeleton of the developing male germ cell. Biol Cell 104: 297–305.2227675110.1111/boc.201100102PMC3845902

[29] ShinY-H, ChoiY, ErdinSU, YatsenkoSA, KlocM, et al (2010) Hormad1 Mutation Disrupts Synaptonemal Complex Formation, Recombination, and Chromosome Segregation in Mammalian Meiosis. PLoS Genet 6: e1001190.2107967710.1371/journal.pgen.1001190PMC2973818

[30] RoyerJ, SeguineauC, ParkK-I, PouvreauS, ChoiK-S, et al (2008) Gametogenetic cycle and reproductive effort assessed by two methods in 3 age classes of Pacific oysters, *Crassostrea gigas*, reared in Normandy. Aquaculture 277: 313–320.

[31] SerdarS, LokA (2010) Monthly Variations in Gonadal Development and Biochemical Composition of the Carpet Shell Clam Ruditapes (Tapes) Decussatus, Linnaeus 1758 in Mersin Bay, Aegean Sea, Turkey. Fresenius Environ Bull 19: 1055–1063.

[32] ErnandeB, BoudryP, ClobertJ, HaureJ (2004) Plasticity in resource allocation based life history traits in the Pacific oyster, *Crassostrea gigas*. I. Spatial variation in food abundance. J Evol Biol 17: 342–356.1500926810.1046/j.1420-9101.2003.00674.x

[33] LeeK, PisarskaMD, KoJ-J, KangY, YoonS, et al (2005) Transcriptional factor FOXL2 interacts with DP103 and induces apoptosis. Biochem Biophys Res Commun 336: 876–881.1615359710.1016/j.bbrc.2005.08.184

[34] HsuDR, MeyerBJ (1994) The dpy-30 gene encodes an essential component of the *Caenorhabditis elegans* dosage compensation machinery. Genetics 137: 999–1018.798258010.1093/genetics/137.4.999PMC1206076

[35] Parwadani AjiL (2011) Review: Spawning Induction in Bivalve. J Penelit Sains 14: 33–36.

[36] CaskeyJL, HasensteinKH, BauerRT (2009) Studies on contact sex pheromones of the caridean shrimp *Palaemonetes pugio*: I. Cuticular hydrocarbons associated with mate recognition. Invertebr Reprod Dev 53: 93–103.

[37] Di PatriziL, CaponeA, FocarelliR, RosatiF, GallegoR, et al (2001) Structural characterization of the N-glycans of gp273, the ligand for sperm-egg interaction in the mollusc bivalve *Unio elongatulus* . Glycoconj J 18: 511–518.1215171210.1023/a:1019617728660

[38] WassarmanPM, JovineL, LitscherES (2001) A profile of fertilization in mammals. Nat Cell Biol 3: E59–E64.1117576810.1038/35055178

[39] ChiuPCN, ChungM-K, KoistinenR, KoistinenH, SeppalaM, et al (2007) Glycodelin-A interacts with fucosyltransferase on human sperm plasma membrane to inhibit spermatozoa-zona pellucida binding. J Cell Sci 120: 33–44.1714857610.1242/jcs.03258

[40] VendittiJJ, SwannJM, BeanBS (2010) Hamster Sperm-Associated Alpha-l-Fucosidase Functions During Fertilization. Biol Reprod 82: 572–579.1979415310.1095/biolreprod.109.076695

[41] EvansJP (2001) Fertilin beta and other ADAMs as integrin ligands: insights into cell adhesion and fertilization. BioEssays News Rev Mol Cell Dev Biol 23: 628–639.10.1002/bies.108811462216

[42] Fard JahromiSS, ShamsirMS (2013) Construction and Analysis of the Cell Surface's Protein Network for Human Sperm-Egg Interaction. ISRN Bioinforma 2013: 1–8.10.1155/2013/962760PMC439305925937952

[43] EtoK, HuetC, TaruiT, KupriyanovS, LiuH-Z, et al (2002) Functional classification of ADAMs based on a conserved motif for binding to integrin alpha 9beta 1: implications for sperm-egg binding and other cell interactions. J Biol Chem 277: 17804–17810.1188265710.1074/jbc.M200086200

[44] Wada T, Hara M, Taneda T, Qingfu C, Takata R, et al. (2012) Antisense morpholino targeting just upstream from a poly(A) tail junction of maternal mRNA removes the tail and inhibits translation. Nucleic Acids Res 40..10.1093/nar/gks765PMC352626522904086

[45] UeishiS, ShimizuH, InoueYH (2009) Male Germline Stem Cell Division and Spermatocyte Growth Require Insulin Signaling in *Drosophila* . Cell Struct Funct 34: 61–69.1938405310.1247/csf.08042

[46] AegerterS, JalabertB, BobeJ (2004) Messenger RNA stockpile of cyclin B, insulin-like growth factor I, insulin-like growth factor II, insulin-like growth factor receptor Ib, and p53 in the rainbow trout oocyte in relation with developmental competence. Mol Reprod Dev 67: 127–135.1469442710.1002/mrd.10384

[47] BobeJ, MaugarsG, NguyenT, RimeH, JalabertB (2003) Rainbow trout follicular maturational competence acquisition is associated with an increased expression of follicle stimulating hormone receptor and insulin-like growth factor 2 messenger RNAs. Mol Reprod Dev 66: 46–53.1287479810.1002/mrd.10334

[48] LiMWM, MrukDD, ChengCY (2009) Mitogen-activated protein kinases in male reproductive function. Trends Mol Med 15: 159–168.1930336010.1016/j.molmed.2009.02.002PMC2804913

How the deposited data were processed for this re-analysis (not part of the article)

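Gonad RNA of 64 clams from Ria Formosa and Ria de Aveiro was measured on 1-colour Agilent arrays with 59951 non-control probes and 10 spike-ins, with 1 clam per array. Clams were grouped by the deposited titles and source names, which give population, sex and gametogenic stage. For the 5 stage I clams of Ria de Aveiro the deposited location field says Ria Formosa, and the title was followed, on which the comparison of the populations at stage I rests. The authors read the spot intensities with Agilent Feature Extraction, which subtracted the background and removed spatial trends, and deposited these processed signals as intensity values without normalization between arrays, together with a table of intensities that the authors had quantile normalized on the linear scale. According to the file headers, 62 arrays were read with version 10.1.1.1 and 2 with version 10.7.3.1 of the software.

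The processed signals of the non-control probes and spike-ins were quantile normalized over the 64 arrays, a floor of 1 was set and log2 was taken. Spots marked as outliers, 1055 in 1044 probes, were left out of the comparisons, but not of the principal components, the clustering, SAM and the models with all 14 groups. Each array had between 0 and 35 saturated probes. The 100 brightest probes took between 21.3% and 39.7% of the signal. The deposited table was compared with the scanner files. All 64 columns matched their own file best, with r of at least 0.981, the lowest in clam 380.

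Comparisons used limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over the probes tested. A probe was called at an adjusted p under 0.05 and a fold change of at least 1.5 for sex and population, at an adjusted p under 0.01 in the F test over stages, and at an adjusted p under 0.05 for trends over stages and for interactions. SAM was written in R after the published method, with 100 permutations and a false discovery rate of 5%. Permutation tests used 1e+05 resamples or all splits. Principal components were taken of centred log2 values, with 100 bootstrap draws of clams. Clustering used average linkage on 1 minus Pearson's correlation, divided into 3 clusters. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

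The tests were tested on simulated data, in which a log2 change of 3 was added to 200 probes. Limma called 99.5% of them between the sexes, 91% between the sexes at stage II, 100% between the populations, 67.5% in stage II males, 42.5% in stage IV females and 0% in stage IV males, where SAM called 12.5%. The F test called 98%, the trend in females 92%, and the interactions at stages II and IV 53% and 21%. Each simulated probe had its SD within groups pooled over all 14 groups, so that these shares may not hold for a single group. The number of arrays limits the precision.

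Alternatives were scaling to the 75th percentile, normexp background correction with an offset of 50, the deposited values, a floor of 16, a filter on dim probes, slide as a block, SAM on linear and log2 values, covariates, all 14 groups in one model and leaving out each clam. For slides, 9 were distinguished from the file headers. The test of slides set before the data were seen took slide as a block among the clams compared. After it had called 0 probes in stage IV females (11134 at an unadjusted p under 0.05), models with slide and further groups were added, and both are reported. Other groupings of the same clams were drawn at random, or taken all where fewer than 100 exist.

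Genes were named by a rule set before the files were opened: every gene that the paper names and the annotation gives, with the probe of the highest mean signal in full, and for each comparison the 2 called probes with the largest change in each direction whose groups do not overlap. The shares of all probes without overlap between groups, and the test of populations on the principal components within sex and stage, were added after the data were seen. The ranking was restricted to probes well above background on at least 50% of the arrays of each group, a restriction added after the data were seen. Clams 376, 363, 44, 358, 76 and 406 were singled out after their values were seen. Annotation came from the rows of the supplementary tables analysed here, so that tests of enrichment and of overlap were not run. Gonad area, sex ratios and histology were not analysed here. For MOSPD2, dpy-30, cyclins B1, B2 and E2, cdc16, cdc27 and KIF7, which the paper names, no probe was annotated in these rows, and a probe of cyclin B not resolved into B1 or B2 was used. The result for 1 further gene that the paper names is not reported here.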

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

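Chosen only after the results were seen were the tests of clams 44 and 358, of the spike-ins, of signals tied at the lowest value and of probes at background, and, for the interactions, the tests of slide and of gonad maturity. The comparisons with random regroupings were planned.

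The difference between populations was not the same in both sexes at stage II, where the limma interaction of sex and population was called for 1707 probes (10246 at an unadjusted p under 0.05). The change was larger in males for 1501 of them. Of 100 regroupings of the same clams, 1, the real one, gave as many. The regroupings mixed the populations within each sex, which removes any difference between them. Chance is thus excluded for a difference between the populations, but the regroupings cannot decide on the interaction alone. Slides as the whole cause are argued against, since 2141 probes were called with all 14 groups and slide in one model, where the largest of the other regroupings gave 1139. Without clams 376 and 363, which lie out of place at stage II (see the other observations), 2030 probes were called. What stays open is a difference in maturity of the gonads. Of the called probes, 99.1% changed in the direction of male maturation, against 71.2% of all probes, which is consistent with stage II males of Ria Formosa being further along than those of Ria de Aveiro. Other differences between the sites, such as the environment or the genetic background, were not tested.

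At stage IV the interaction was called for 718 probes (8758 at an unadjusted p under 0.05), and the change was larger in females for 576 of them. Of 100 regroupings, 1 gave as many, which excludes chance for a difference between the populations, but again cannot decide on the interaction alone. With all 14 groups and slide in one model, limma called 0 probes (6173 at an unadjusted p under 0.05), and slide and the interaction cannot be told apart for these probes. The direction was kept by 714 of the 718, and the median absolute log2 interaction went from 2.16 to 1.96, but its standard error rose from 0.39 to 0.68, and random regroupings in the same model gave up to 1207 calls. Of the called probes, 82.3% changed in the direction of female maturation, against 63.4% of all probes, which is consistent with stage IV females of Ria de Aveiro lying further along the axis from stage II to stage III females. At stage III the interaction was called for 11 probes, and 5 of 100 regroupings gave as many, so that chance cannot be excluded.

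Single clams lay far from the others of their group in 7 of 50 tests, each of 1 measure within a group of 4 to 10 clams. Chance gives about 1 in 20 tests, or 2.5. Of the 7, 5 came from the brightest spike-in alone.

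Clam 44, a stage III female of Ria Formosa, had a PC1 score of -88.1, while the other 4 clams of its group lay between -153 and -136. A less mature female gonad is argued against, since on the 250 probes highest in late females the clam reached 96.4% of the late female level, within the 87.3 to 106 of the others. Of the 250 probes highest in late males, 247 (98.8%) were higher in this clam than in each of the other 4, and 245 were well above background. As the clam was singled out on the axis between the sexes, which such probes make up, this restates its score and decides nothing about the cause. Their median level was 0.649% of the signal of late males (quartiles 0.551 and 0.791). RNA of male gonad in the sample cannot be told apart from expression of these genes in the female gonad. Signal of these probes was not special to clam 44. On the log2 scale from late females to late males it had 28.5%, while clams 368 and 358 of stage II had 49.4% and 46.9%, clam 449 of stage IV had 47.3%, and clams 364, 430, 448 and 453 had 20.1% to 24.2%. Whether such signal entered during handling or came from cells within the gonad was not tested.

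Clam 358, a stage II female of Ria de Aveiro, had a log2 VTG signal of 8.46, while the other 4 clams of its group lay between 12.26 and 13.50. Dilution by RNA of male gonad as the whole cause is argued against. Although 249 of the 250 probes highest in late males were higher in this clam than in the others, their median level was 2.35% of the signal of late males (quartiles 2.01 and 2.63), which is far too little to dilute the linear VTG signal to the level seen. Of the 250 probes highest in late females, 46.4% were lower in this clam than in each of the others, where 1 clam of 5 takes 20% on average and such probes vary together, with a median log2 difference of -0.77. This is consistent with a less mature female gonad. A small amount of male RNA beside it stays open.

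The brightest spike-in was far below the other clams of the group on 5 arrays. On the log2 scale it was at 6.57 in clam 398 (stage III female, Ria de Aveiro, others 16.44 to 17.28), 4.72 in clam 47 (stage III female, Ria Formosa, others 16.28 to 17.80), 5.73 in clam 374 (stage II female, Ria Formosa, others 17.00 to 17.68), 4.85 in clam 378 (stage I, Ria Formosa, others 15.64 to 17.83) and 5.97 in clam 440 (stage III male, Ria de Aveiro, others 16.08 to 16.74). In all, 8 of the 64 arrays had such a faint spike-in, on 4 of the 9 slides, and 4 of them lay on one slide. A poorly hybridised array as the whole cause is argued against. On the 5 arrays the spike-in reached at most 0.0826% of its median over the arrays, whereas the total signal was at least 86.6% of its median, where the arrays with a bright spike-in lay between 48.6% and 143%. Clam 47 had the lowest share of probes well above background of all arrays, 52.8%. That the spike-in mixture was left out of these labelling reactions was not tested. On 7 of the 8 arrays, between 8607 and 18872 probes were tied at the lowest processed signal, whereas on the other 57 arrays only 1 probe lay there. None of the tied probes was well above background. Clam 466, without which the calls in stage IV females fell from 3616 to 444, is one of these arrays, with 13133 tied probes, of which 99 were among the 3616. In stage IV males, 24 of the 49 called probes were tied in clam 452. In stage III males it was 14 of 39 in clam 440, and at stage I 7 of 28 in clam 378. In stage III females 22 of 77 were tied in clam 47 and 6 in clam 398, and in stage II females 0 of 4 in clam 374. No biological explanation was tested.

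Contigs of unknown orientation carry a probe for each strand, which the paper does not compare. Of the 1336 contigs with both probes called between the sexes, 65 had the strands called in opposite directions, which is 4.87%, against 44.6% of random pairs of called probes. Of 100 regroupings of the clams, 1 gave as many, but the others called almost no probes (median 0), so that this decides nothing about the directions. Probes at background as the whole cause are argued against, since 48 of the pairs had both probes well above background in at least one sex. Transcription from the other strand and hybridization of transcripts of other loci stay open and were not tested.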

How the results depend on the processing

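Chosen only after the results were seen were the models with all 14 groups and slide together, the model with sex and stage group and slide, the results without clams 376 and 363, VTG within single stages other than IV, the spike-ins without the faint arrays, the clustering by population with other numbers of clusters and the principal components by population within sex and stage. All other alternatives and the main settings were chosen before the data were examined. No paired analysis was possible because each clam number occurs once. Unless said otherwise, the cause of a change was not tested.

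For counts of probes, shares and spreads, 135 values under these alternatives stayed within 1.5 times the main count or within the spread, 53 did not and 1 reversed. Among the added ones it was 12, 12 and 1. Of the results for single probes, 67 were recomputed under 874 alternatives, of which 692 gave the same call, 173 lost it and 9 gained it. The probes called between the sexes at stage III stayed within 1.5 times the main count under all 11 alternatives (12301 to 18539), as did the trends over stages I to IV under 6 each (21535 to 26589 in females, 26122 to 28237 in males) and the interaction at stage II under 7 (1245 to 2324).

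Normexp background correction gave 10017 probes between the sexes, 862 between the populations, 1 in stage II females and 0 in stage IV males (5490 at an unadjusted p under 0.05), 156 and 1748 for the interactions at stages III and IV, and 23 strand pairs. A floor of 16 gave 44 between the populations at stage I, 125 in stage III males, 15 in stage IV males, 222 and 1514 for the interactions at stages III and IV, and 41 strand pairs. Scaling to the 75th percentile gave 22 in stage IV males, and 2 and 362 for the interactions at stages III and IV. This scaling moved the median log2 change of all probes between the populations to 0.12 in stage II females, 0.13 in stage III females and 0.10 in stage IV females, and that between the sexes at stage IV to -0.18, where it was -0.13 after quantile normalization. In stage III males it was -0.10 after quantile normalization. Leaving out dim probes gave 152 in stage III females and 25 for the interaction at stage III, with fewer probes tested.

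When slide was a block, limma called 0 probes between the sexes at stage II (9106 at an unadjusted p under 0.05), 7294 at stage IV, 185 between the populations, 0 in stage IV females (11134), 1430 in stage II males, and 2841 and 2524 for the trends over stages II to IV in females and males. With the slide labels permuted within the groups compared, 55 of 100 draws were as low at stage II, 84 at stage IV, 20 for the populations and 98 in stage II males, so that terms for slide lowered these counts also where they carried no information. As a random block, slide gave 36 in stage III females and 7631 in stage III males. In stage IV males the model with slide as a block could not be fitted.

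In SAM on log2 values the count was 5646 between the sexes at stage II, 4375 between the populations, 7 at stage I, 172 in stage III females, 1508 in stage IV females, 1828 in stage III males and 0 in stage IV males, where limma called 49 (5655 at an unadjusted p under 0.05). SAM on linear values called 0 in stage II females, where limma called 4 (6165 at an unadjusted p under 0.05), 204 in stage III females, 6811 in stage III males and 3 in stage IV males. All 14 groups in one model, which share one estimate of the spread, gave 6798 between the sexes at stage II, 4688 between the populations, 942 at stage I, 238 in stage II females, 457 in stage III females and 6673 in stage III males. With slide added to that model the counts were 5809 between the sexes at stage II, 1 in stage II females, 143 in stage III females, 330 in stage III males, 19 in stage IV males, and 69 and 0 for the interactions at stages III and IV (6173 at an unadjusted p under 0.05 for the latter). Sex and stage group as covariates gave 4834 between the populations. The 7 groups of sex and stage gave 28725 in place of the 4 stages. Without clams 376 and 363, 7879 probes were called between the sexes at stage II.

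The share of PC1 was 36.4% on linear values and 17.1% with probes scaled to unit variance, and that of PC2 18.4% and 14.4%. Of the stage I clams, 1 lay in the female cluster on linear values and 1 with complete linkage. The share of clams that clustered with their own population was 54.7% on linear values. Without the faint arrays, the spread of the spike-ins was 0.60 after quantile normalization, 0.58 with none, 0.66 after scaling to the 75th percentile and 0.56 after cyclic loess. The VTG difference between the populations in females reversed to 1.36 in stage IV females alone (exact permutation p = 0.0179), to 0.33 in stage III females alone (exact permutation p = 0.157) and to 0.35 without clam 376 (permutation p = 0.395).

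With each clam left out in turn, the number of probes called between the populations lay between 10 and 51 at stage I, 3 and 14 in stage II females, 23 and 662 in stage III females (662 without clam 70 of Ria de Aveiro), 444 and 3758 in stage IV females (444 without clam 466 of Ria de Aveiro), 2476 and 3909 in stage II males, 27 and 160 in stage III males, and 6 and 22 in stage IV males. In stage IV males this left 2 clams in a group.

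Signal over background limits the levels of low probes. Between 52.8% and 83.8% of the probes were well above background on each array (median 70.0%), and log2 changes that involve such probes depend on the floor and the background correction.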

Differences from the paper's values

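Between the populations in stage IV females, the paper's count is 6765 differentially expressed probes, and limma called 3616 here. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's with SAM on linear values (4805), normexp background correction (5027), dim probes left out (4994) and all 14 groups in one model (5069). It was not with scaling to the 75th percentile (2947), SAM on log2 values (1508), the deposited values (3564), a floor of 16 (3895) and slide as a block (0, with 11134 at an unadjusted p under 0.05). All 14 groups and slide in one model, chosen after seeing the values, gave 4616.

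Between the populations in stage II males, the paper's count is 5801, and limma called 3847. Among the alternatives set before the data were examined, it was within 1.5 times the paper's with SAM on linear values (5488), SAM on log2 values (4814) and all 14 groups in one model (4982). It was not with scaling to the 75th percentile (2958), the deposited values (3557), dim probes left out (3851), a floor of 16 (3277), normexp background correction (3424) and slide as a block (1430). All 14 groups and slide in one model, chosen after seeing the values, gave 4703.

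The paper ranks stage IV females first among the comparisons between populations, and stage IV first among the sex differences. Here limma called more probes in stage II males than in stage IV females, and between the sexes 16227 at stage III and 16056 at stage IV. Stage IV had the higher sex count with SAM on linear values (19680 against 18533), normexp background correction (12448 against 12301) and population as a covariate (17075 against 16821). Between the populations, stage IV females had the highest count of all 7 comparisons with normexp background correction, a floor of 16, dim probes left out and the deposited values. Stage III males had the highest with all 14 groups in one model (6673, against 5069 in stage IV females and 4982 in stage II males), with SAM on linear values (6811, against 4805 and 5488) and with slide as a block, which was random in stage III males alone of these (7631, against 0, with 11134 at an unadjusted p under 0.05, and 1430).

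For the remaining comparisons the paper states that no additional significant results were seen between populations, without a count. Here limma called 28 at stage I, 4 in stage II females, 77 in stage III females, 39 in stage III males and 49 in stage IV males, and SAM on linear values called 6811 in stage III males.

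The paper lists CDK2 and Mad2l1 among the sex differences. Of the 3 CDK2 probes 1 was called, and the one with the highest signal had a log2 fold change of 0.50, called with scaling to the 75th percentile and with stage and population as covariates. Mad2l1 was not called (-0.44), except by SAM on linear values. In stage IV females the paper lists Mad2l1, cdc20, cyclin B1 and CDK2 as different between populations. Mad2l1 (-0.77), cdc20 (-0.53) and the cyclin B probe (-0.59) were called under none of the settings. CDK2 (-1.62) was called with normexp background correction, dim probes left out, SAM on linear values and all 14 groups in one model, and with slide added to that model, which was chosen after seeing the values.

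For VTG the paper states higher values in females of Ria Formosa. The log2 difference was -0.22 over all stages, -2.04 at stage II, 0.33 at stage III and 1.36 at stage IV. At stage IV the ratio of mean linear signals was 2.60. Over all stages such a ratio was not taken, so that the gap to the paper holds for log2 means. The paper states that the pathway of N-glycan biosynthesis was lower in Ria Formosa, and names fucosyltransferase, with a fold change of 2.23, among its genes. The probe with that fold change, gonads_contig_61896_N, was higher in Ria Formosa. So were all 4 fucosyltransferase probes called here, which were matched by name and may not all belong to the pathway. The brightest, not called, had a log2 fold change of -0.23. The other genes of the pathway were not examined, so that its direction was not tested.

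The paper states that spike-ins always favoured quantile normalization over cyclic loess. Over all 64 arrays the mean spread was lower after quantile normalization, 2.07 against 2.11. For 3 of the 10 spike-ins, the faintest, the spread was lower after cyclic loess. Without the faint arrays, which was chosen after seeing the values, it was lower after cyclic loess for 7 of the 10. The paper describes a significant sex difference on PC2 at stages III and IV, which here had an exact permutation p of 0.312 at stage IV. It describes 3 clusters, one of them of late females of Ria de Aveiro. Here the division into 3 clusters gave no such cluster, neither with average linkage, where 1 of the 3 clusters was a single clam, nor with complete linkage, where the clusters held 31, 18 and 15 clams. With complete linkage, 7 of the 10 late females of Ria de Aveiro had a cluster of their own from 6 clusters on, which was looked at after seeing the values. The paper describes a single stage I clam with the females, where 7 lay there with average linkage on log2 values and 1 with complete linkage or on linear values. The paper places the highest VTG values at stage IV. The mean log2 signal there, 13.83, was not above the 13.84 of stage III, a difference within the spread between clams. The highest single clam, at 14.81, was of stage IV, and mean linear signals were not compared between these stages.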

Other observations

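Chosen only after the results were seen were the tests of the labels of clams 376 and 363, and every test with slide together with all 14 groups, or with sex and stage group, in one model. The tests of maturity, of slide as a block among the clams compared and of random regroupings were planned.

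In 100 random regroupings of the same clams, 1, the real grouping, gave as many calls between the sexes over stages II to IV and at stages II, III and IV, in the F test over stages, in the trends over stages I to IV and II to IV in females and males, and between the populations over all clams, at stage I, in stage III females and in stage II males. In stage IV females and stage III males it was 1 of 56 splits. For these results chance can be excluded. In stage II females 13 of 100 regroupings gave as many, so that chance cannot be excluded. In stage IV males it was 1 of 10 splits, which is too few to decide.

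In stage II, clams 376 (labelled as a female of Ria Formosa) and 363 (labelled as a male of Ria de Aveiro) lay out of place. Of the 20 clams of the stage, 16 were closest to their own group and 2 to the other population of the same sex. These 2 alone were closest to a group of the other sex and population, and each to the group of the other: clam 376 to stage II males of Ria de Aveiro (mean r across probes 0.199, own group -0.0721) and clam 363 to stage II females of Ria Formosa (0.268, own group -0.0233). On a score of population from probes chosen without stage II, clam 376 had -0.52, while the other stage II females of Ria Formosa had 0.35 to 0.67, and clam 363 had 0.37, while the other stage II males of Ria de Aveiro had -0.48 to 0.07. That each was at an early point of its own sex is argued against by clam 363, whose level on the probes of late females was 79.4% of the late female level, where the other males of its group had -1.89 to 14.2. Its log2 VTG signal was 11.38. An exchange of the labels of 2 clams is a candidate explanation. It was found and tested on the same data, and the histology of the clams is not analysed here. Without both clams, 17720 probes were called between the sexes and 3217 between the populations.

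Between the populations, stage II males of Ria Formosa lay at 78.0% ± 1.85 (SD, n = 5) of the way along an axis from stage I to stage III and IV males, drawn without stage II, and those of Ria de Aveiro at 26.7% ± 17.7 (SD, n = 5; exact permutation p = 0.00794, two-sided). Without clam 363 the mean of Ria de Aveiro was 33.9% and the exact permutation p the same. Of the 3847 called probes, 97.4% changed in the direction of maturation, against 70.4% of all probes. Stage II males of Ria Formosa may therefore have been more mature than those of Ria de Aveiro. Slides as the whole cause are argued against. In the planned test, with slide as a block among these 10 clams, 1430 probes were called, and 2 of 100 splits gave as many, the real one included. All 14 groups and slide in one model gave 4703, where the largest of the other regroupings gave 1789. Why the maturity differed was not tested.

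Along an axis from stage II to stage III females, drawn without stage IV, stage IV females of Ria Formosa lay at 59.2% ± 9.18 (SD, n = 5) and those of Ria de Aveiro at 118% ± 16.3 (SD, n = 3; exact permutation p = 0.0179, two-sided, the smallest that 5 against 3 allow). Of the 3616 called probes, 297 changed toward maturation in Ria Formosa (8.21%), against 32.9% of all probes. This is consistent with gonads of Ria de Aveiro further along this axis. The axis does not tell a less mature gonad from one that has spawned in part, which was not tested. For slides, the planned test with slide as a block called 0 probes in limma (11134 at an unadjusted p under 0.05), the outcome predicted if slides were the cause. All 51 splits that could be fitted gave 0 as well, with 2 residual degrees of freedom, so that in this test slides and populations cannot be told apart. Only the model with all 14 groups and slide, turned to after this outcome, argues against slides as the whole cause, with 4616 probes where the largest of the other splits gave 194.

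For the populations over all clams, the planned test with slide as a block called 185 probes, and 2 of 100 splits gave as many, the real one included, while the largest gave 4716. Sex and stage group and slide in one model gave 2591, where the largest of the other regroupings gave 1. For the sexes at stage II, where slide as a block had given 0 (9106 at an unadjusted p under 0.05), all 14 groups and slide in one model gave 5809, where the largest of the other regroupings gave 4186. This argues against slides as the whole cause of these differences.

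Over stages II to IV, which are the stages of the paper's relation to gonad area, 6486 probes changed with stage in females (3845 rising) and 7686 in males (4001 rising). With slide as a block it was 2841 in females and 2524 in males. The area of each clam is not analysed here. Per stage, the log2 signal rose by 0.95 for Foxl2 in females (gonads_contig_11227_P, adjusted p = 0.0163, limma), and in males by 0.90 for SPAG6 (gonads_contig_9861_AS, adjusted p = 6.61e-03), 0.91 for SPAG16 (gonads_contig_1636_P, adjusted p = 6.69e-03), 0.80 for SPAG17 (gonads_contig_21080_P, adjusted p = 0.0111), 0.66 for SPEF1 (gonads_contig_8331_N, adjusted p = 0.0200) and 0.95 for SPEF2 (gonads_contig_40145_P, adjusted p = 0.0120). The call of SPAG6 held under all 6 alternatives, and those of Foxl2, SPAG16, SPAG17, SPEF1 and SPEF2 under 5 of 6 each. The probes with the highest signal of p62 (gonads_contig_460542_N, adjusted p = 0.143), Cep57 (gonads_contig_21609_P, adjusted p = 0.0728) and Sp17 (gonads_contig_498867_N, adjusted p = 0.864) were not called. Called were 1 other probe of Cep57 (gonads_contig_397889_N) and gonads_contig_18180_P, which is named Sp17 through its oyster homologue alone. The clam's own entry for the latter is DCDC2_RAT. The only probe with Sp17 in both entries, gonads_contig_111082_P, was not called (adjusted p = 0.728, limma).

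Of the stage I clams, clam 76 of Ria de Aveiro reached 74.2% of the late female level on the probes of late females, where the other 9 reached at most 50.5%.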
